# Identifying transcript 5′ capped ends in *Plasmodium falciparum*

**DOI:** 10.7717/peerj.11983

**Published:** 2021-08-25

**Authors:** Philip J. Shaw, Jittima Piriyapongsa, Pavita Kaewprommal, Chayaphat Wongsombat, Chadapohn Chaosrikul, Krirkwit Teeravajanadet, Manon Boonbangyang, Chairat Uthaipibull, Sumalee Kamchonwongpaisan, Sissades Tongsima

**Keywords:** 5′ capped nucleotide, Full-length cDNA, *Plasmodium falciparum*, Transcriptomics, Malaria, eIF4E

## Abstract

**Background:**

The genome of the human malaria parasite *Plasmodium falciparum* is poorly annotated, in particular, the 5′ capped ends of its mRNA transcripts. New approaches are needed to fully catalog *P. falciparum* transcripts for understanding gene function and regulation in this organism.

**Methods:**

We developed a transcriptomic method based on next-generation sequencing of complementary DNA (cDNA) enriched for full-length fragments using eIF4E, a 5′ cap-binding protein, and an unenriched control. DNA sequencing adapter was added after enrichment of full-length cDNA using two different ligation protocols. From the mapped sequence reads, enrichment scores were calculated for all transcribed nucleotides and used to calculate *P*-values of 5′ capped nucleotide enrichment. Sensitivity and accuracy were increased by combining *P*-values from replicate experiments. Data were obtained for *P. falciparum* ring, trophozoite and schizont stages of intra-erythrocytic development.

**Results:**

5′ capped nucleotide signals were mapped to 17,961 non-overlapping *P. falciparum* genomic intervals. Analysis of the dominant 5′ capped nucleotide in these genomic intervals revealed the presence of two groups with distinctive epigenetic features and sequence patterns. A total of 4,512 transcripts were annotated as 5′ capped based on the correspondence of 5′ end with 5′ capped nucleotide annotated from full-length cDNA data.

**Discussion:**

The presence of two groups of 5′ capped nucleotides suggests that alternative mechanisms may exist for producing 5′ capped transcript ends in *P. falciparum.* The 5′ capped transcripts that are antisense, outside of, or partially overlapping coding regions may be important regulators of gene function in *P. falciparum*.

## Introduction

Malaria remains the most widespread parasitic disease of humans, with over 200 million cases in 2018 (World Health Organization, 2019). The majority of severe malaria cases and deaths are attributed to *Plasmodium falciparum*, which is an obligate apicomplexan protist parasite of *Anopheles* mosquito and human hosts. Motile sporozoite stage parasites in the mosquito salivary gland enter the human host during blood feeding by the mosquito, which then migrate to the liver. Following a successful liver cell invasion, parasites multiply, develop and are then released into the bloodstream as merozoites capable of infecting mature erythrocytes. Infected erythrocytes are remodeled by the parasite as it develops through ring, trophozoite and schizont stages of the intraerythrocytic development cycle (IDC) before daughter parasites egress to invade new erythrocytes.

To facilitate discoveries of parasite molecular biology, such as finding new antimalarial drug and vaccine targets, the *P*. *falciparum* genome was sequenced in 2002 (Gardner et al., 2002). The finished reference genome comprises 5,280 protein-coding genes (Böhme et al., 2019). A total of 3,975 or more of the parasite’s genes are expressed in the IDC (Bozdech et al., 2003; Otto et al., 2010). However, the annotation of these genes is incomplete, in particular the associated RNA transcripts. Previous attempts to clone full-length complementary DNA (cDNA) corresponding to transcripts encountered problems with sequencing highly A/T rich flanking untranslated regions, which hampered efforts in mapping the transcript ends (Lu et al., 2007). Accurate mapping of transcript 5′ ends is challenging because reverse transcription synthesis of cDNA is initiated from the 3′ end of the RNA. Premature termination of cDNA synthesis can occur because of RNA degradation, inhibitory RNA secondary structure and limited processivity of the reverse-transcriptase enzyme (Das et al., 2001). Hence, the transcript 5′ end inferred from cDNA sequence can be an experimental artifact of incomplete cDNA. The 5′ ends of gene transcripts in *P*. *falciparum* are modified by the addition of a canonical eukaryotic 5′ cap m^7^G nucleotide (Ho & Shuman, 2001), which can be exploited for enriching 5′- capped mRNA (Shaw et al., 2007; Shaw et al., 2016).

One of the most widely used transcriptomic methods for enriching 5′-end fragments of eukaryotic mRNA is oligo capping, in which enzymatic treatments are used to append a synthetic oligonucleotide preferentially to mRNA 5′ ends that originally had a 5′ cap prior to reverse-transcription. The 5′ appended sequence serves as a primer for the synthesis of second strand cDNA so that the resulting cDNA is enriched for full-length fragments (Maruyama & Sugano, 1994). Full-length *P*. *falciparum* cDNA fragments were enriched by the oligo-capping method, cloned and sequenced in the Full-Malaria project (Watanabe et al., 2002). However, the limited coverage of *P*. *falciparum* genes prompted further study of transcript 5′ ends in *P*. *falciparum* using more comprehensive next-generation sequencing (NGS) approaches. Because NGS is limited to short read lengths, full-length cDNA fragments are generated by reverse-transcription proximal to the transcript 3′ end, typically by random priming. Throughout the rest of the manuscript, the term “full-length cDNA” refers to a cDNA fragment with sequence extending to the original transcript 5′ end, but not necessarily extending to the transcript 3′ end. Using an oligo-capping method adapted for NGS referred to as 5′ cap sequencing, full-length cDNAs covering the majority of *P*. *falciparum* genes were detected (Adjalley et al., 2016). However, despite the extensive sampling and depth of coverage employed, transcript 5′ ends were not detected for some genes known to be expressed in the IDC (Adjalley et al., 2016). One major reason for the missing 5′ end data could be 5′ end bias, in which some full-length cDNAs are inefficiently enriched. The oligo-capping enrichment method used in Adjalley et al. (2016) employs RNA ligase 1 enzyme, which is markedly less efficient for some RNA substrates (Fuchs et al., 2015).

Alternative strategies for enriching full-length cDNA are available that can complement oligo-capping and provide more comprehensive information of transcript 5′ ends. Switching mechanism at the 5′ end of the RNA transcript (SMART) is another widely used method for enriching full-length cDNA (Zhu et al., 2001). SMART is based on the propensity of reverse transcriptase enzymes to preferentially add extra cytosine nucleotides to the 3′ end of full-length first-strand cDNA. A template-switching oligonucleotide with complementary guanosines allows the reverse transcriptase to extend the cDNA using the oligonucleotide as a template. Second-strand cDNA synthesis is primed from the extended cDNA and the resulting double-stranded cDNA can be converted to a DNA library for NGS. Transcriptome-wide surveys of full-length *P*. *falciparum* cDNA enriched by SMART have been reported (Kensche et al., 2016; Chappell et al., 2020). Although a much greater proportion of the genome could be annotated as transcribed compared with previous transcriptomic studies, transcript 5′ ends were reported for 2,278 (Kensche et al., 2016) and 3,194 (Chappell et al., 2020) genes, suggesting that characterization of transcript 5′ ends in *P*. *falciparum* is not comprehensive by this approach. SMART enrichment employed in these studies studies is 5′ end-biased towards substrates with a terminal G (Wulf et al., 2019), which is reflected by the high frequency of G observed among 5′ end nucleotides (Chappell et al., 2020).

Cap-Trapper is an alternative to oligo-capping and SMART for enriching full-length cDNA in eukaryotes (Carninci et al., 1996). In this strategy, the diol group of the RNA 5′ cap is oxidized and coupled to biotin in the mRNA/cDNA products of reverse transcription. Incomplete cDNAs are depleted by ribonuclease digestion and the biotin-modified 5′ cap is used as a purification handle to enrich for full-length cDNA. In the Cap Analysis of Gene Expression (CAGE) method (Murata et al., 2014), NGS libraries are made from full-length cDNA fragments enriched by Cap-Trapper. To construct NGS library, adapters are ligated to the enriched first-strand cDNA. The 5′ adapter sequence used in CAGE is biased to enrich full-length cDNA with a “cap signature” guanosine derived from reverse-transcription of the 5′ cap m^7^G nucleotide (Ohtake et al., 2004). CAGE is technically demanding because the presence of the cap signature on full-length cDNA is strongly dependent on the reverse-transcription conditions (Wulf et al., 2019), and the efficiency of Cap-Trapper enrichment is strongly dependent on RNA purity and reaction conditions (Weiss & Curran, 2015). Although CAGE is the most accurate of current methods for mapping transcript 5′ ends in eukaryotes (Adiconis et al., 2018), it has not been widely used in non-metazoan organisms, including *P*. *falciparum*.

In this study, we developed a transcriptomic method for mapping of transcript 5′ capped ends. In our method, incomplete cDNAs are depleted enzymatically as in CAGE. Instead of chemical modification of 5′ capped ends, full-length cDNA is enriched using the eIF4E 5′ cap-binding protein, an enrichment strategy described as CAPture (Edery et al., 1995). We employ two different methods for adding NGS sequencing adapter to mitigate 5′ end bias. To increase signals of transcript 5′ ends, corresponding control transcriptomic libraries are prepared from cDNA samples before full-length enrichment. The degree of 5′ cap enrichment for each transcribed nucleotide is determined from the data using statistical models. To increase the power of detection, enrichment *P*-values are combined from replicate experiments (Promworn et al., 2017). Data were obtained with the new method from the ring, trophozoite and schizont stages of the *P*. *falciparum* IDC and used to annotate transcript 5′ ends. Published transcriptomic data from other studies were used together with the new data to annotate full-length 5′ capped transcripts.

## Materials & Methods

### Ethics statement

Human erythrocytes and serum were obtained from donors after providing informed written consent, following a protocol approved by the Ethics Committee, National Science and Technology Development Agency, Pathum Thani, Thailand, document no. 0021/2560.

### Parasite culture and mRNA enrichment

*Plasmodium falciparum* strain K1 (NCBI Taxonomy ID: 5839) was cultured *in vitro* in human O+ erythrocytes and medium containing pooled human serum and RPMI 1640 as described previously (Shaw et al., 2007). Cultured parasites were synchronized to ring stage by Percoll gradient enrichment of mature stages followed by sorbitol treatment (Lambros & Vanderberg, 1979). Parasites were harvested immediately (ring stage), 12 h (trophozoite stage) and 24 h (schizont stage) after sorbitol treatment. Parasites were liberated from the host cell by treatment with 0.1% (w/v) saponin. Parasite total RNA was obtained using Trizol reagent according to the manufacturer’s instructions (Invitrogen). Purified total RNA was stored in 75% ethanol at −80 °C before use. On the day of library preparation, total RNA was dried and then resuspended in nuclease-free water. Total RNA concentration was estimated by Nanodrop ND1000 measurement assuming A260 = 1.0 is equivalent to 40 µg/mL RNA. Up to 100 µg of total RNA was used for mRNA enrichment using a Dynabeads oligo dT25 mRNA kit (Thermo Scientific) or mRNA magnetic beads kit (New England Biolabs) followed by treatment with 1 unit of XRN-1 nuclease (New England Biolabs) for 30 min at 37 °C. XRN-1 enriched mRNA was purified by acidic phenol:chloroform extraction and ethanol precipitation. The mRNA was redissolved in 20 µL of nuclease-free water and genomic DNA was removed using a Turbo DNA-free kit following the manufacturer’s instructions (Ambion).

### Synthesis of cDNA for HiSeq libraries

*In vitro* synthesized spike-in RNA SIRV-Set 3 (Iso Mix E0/ERCC, Lexogen) was 5′ capped with Vaccinia capping system (New England Biolabs) following the manufacturer’s instructions. A 100–200 ng sample of parasite mRNA from ring or trophozoite stage (estimated by Nanodrop measurement) was mixed with 1.5 ng of 5′ capped SIRV-Set 3 RNA. Approximately the same amounts of parasite mRNA from schizont stages were used for reverse-transcription without the addition of spike-in RNA. The mRNA samples were incubated at 94 °C for 3 min in 1x first-strand cDNA synthesis buffer supplied with SuperscriptIV reverse transcriptase enzyme (Invitrogen) to fragment the RNA. Fragmented mRNA was chilled on ice for 5 min before reverse-transcription with 50 pmol of 5′ tagged random primer (RTNGS1 (Table S1) for adapter ligation method1, RTCIRC (Table S1) for adapter ligation method2; see below) with SuperscriptIV as described by the manufacturer in a final volume of 20 µL. After the addition of SuperscriptIV enzyme, reactions were incubated at 25 °C for 5 min, followed by heating to 37 °C for 30 min, 50 °C for 30 min, and then 70 °C for 15 min. First-strand cDNA was diluted to 100 µL with 10 mM Tris 1 mM EDTA and digested with 1 µL of RNaseA/T1 mix (Thermo Scientific) for 10 min at 37 °C to remove incompletely reverse-transcribed RNA. The mRNA/cDNA hybrid was purified using an equal volume of Agencourt^®^ AMPure^®^ XP beads (Beckman Coulter) and recovered from beads in 100 µL nuclease-free water. A 20 µL sample of purified mRNA/cDNA was kept for processing as the unenriched control sample.

### Synthesis of cDNA for MiSeq libraries

Samples of approximately 1 µg of mRNA (estimated by Nanodrop measurement) were incubated at 94 °C for 5 min in 1x first-strand cDNA synthesis buffer supplied with SuperscriptIII reverse transcriptase enzyme (Invitrogen) to fragment RNA. Fragmented mRNA was chilled on ice before reverse-transcription with 50 pmol of 5′ tagged random primer (RTNGS1 for method1, RTCIRC for method2) with SuperscriptIII as described by the manufacturer in a final volume of 20 µL. Method1 reverse-transcription reactions also contained 40 µM biotin-11-dUTP (Thermo Scientific) to label first-strand cDNA with biotin. After the addition of SuperscriptIII enzyme, reactions were incubated at 25 °C for 5 min, followed by heating to 37 °C for 30 min, and then 50 °C for 30 min. First-strand cDNA was diluted to 100 µL with 10 mM Tris 1 mM EDTA and digested with 1 µL of RNaseA/T1 mix (Thermo Scientific) for 10 min at 25 °C to remove incompletely reverse-transcribed RNA. The mRNA/cDNA hybrid was purified by proteinase K treatment, phenol:chloroform extraction and desalting on a Amicon-30 column (Ambion). The volume of desalted mRNA/cDNA hybrid was adjusted to 100 µL with nuclease-free water. A 20 µL sample of desalted mRNA/cDNA was kept for processing as the unenriched control sample

### Enrichment of full -length cDNA

*P*. *falciparum* eIF4E protein fused to glutathione-S transferase (GST-*Pf*eIF4E) (Shaw et al., 2007) was used for enriching full-length cDNA. GST-*Pf*eIF4E was expressed as recombinant protein in *Escherichia coli* and purified by SP-sepharose cation exchange chromatography as described previously (Shaw et al., 2007). Purified protein was buffer-exchanged using desalting columns and stored in a solution of 15% glycerol/RNase-free phosphate-buffered saline (PBS, Ambion). 5′ cap-binding activity of GST-*Pf*eIF4E protein was determined by m^7^GTP pulldown assay as described previously (Shaw et al., 2007), except that γ-aminophenyl-m^7^GTP (C10-spacer)-agarose (Jena Bioscience) was used as the affinity support. For each full-length cDNA enrichment, approximately 100 µg of SP-sepharose purified GST-*Pf*eIF4E protein was immobilized on 50 µL of glutathione magnetic beads (Thermo Scientific) in PBS. The glutathione magnetic beads were washed four times with 0.5 mL of PBS to remove unbound protein and then resuspended in 100 µL of PBS. The remainder of the purified mRNA/cDNA sample was incubated with bead-bound GST-*Pf*eIF4E protein for 20 min at 25 °C with agitation (750 rpm Thermomixer). The beads were then washed thrice with 0.5 mL PBS and the mRNA/cDNA eluted in 100 µL of 1% sodium dodecyl sulfate/0.2 M sodium chloride. The eluted mRNA/cDNA was purified with an equal volume of Agencourt^®^ AMPure^®^ XP beads (Beckman Coulter) and recovered from beads in 20 µL of nuclease-free water. RNA was removed from enriched and unenriched cDNA samples by alkaline hydrolysis (15 min treatment at 65 °C with 0.2 N NaOH). Alkaline-treated cDNA was neutralized with an equal volume of 1 M HEPES pH 7.4 solution. First-strand cDNA was purified with an equal volume of Agencourt^®^ AMPure^®^ XP beads (Beckman Coulter) and recovered from beads in 20 µL of nuclease-free water.

### DNA adapter ligation to cDNA

In some experiments, sequencing adapter was added by cDNA tailing followed by double-stranded adapter ligation (hereafter referred to as method1). A ribo-G tail was added to the purified single-stranded cDNA primed with RTNGS1 (Table S1) using terminal transferase (TdT, New England Biolabs). The tail length is limited to four Gs (Schmidt & Mueller, 1996). The TdT tailing reactions contained 2 mM GTP, 0.25 mM CoCl_2_, 1 unit of TdT enzyme in 1x TdT enzyme buffer and first-strand cDNA. TdT reactions were performed in 20 µL reaction volumes for 20 min at 37 °C. Ribo-tailed cDNA was purified with an equal volume of Agencourt^®^ AMPure^®^ XP beads (Beckman Coulter) and recovered from beads in 20 µL of nuclease-free water.

Double-stranded DNA adapter was made by combining 4 nmol each of NGS1 and NGS1COMP oligonucleotides (Table S1) in a volume of 100 µL with 10 mM NaCl and 10 mM Tris pH 8.0. The NGS1 oligonucleotide is 5′-phosphorylated to act as a donor in ligation and blocked with a three-carbon spacer at the 3′ end to prevent concatemerization of adapters. Annealing was accomplished by heating the mixture for 3 min at 80 °C followed by slow cooling to 25 °C (−0.1 °C/min). Double-stranded DNA adapter was ligated to first-strand cDNA using T4 RNA ligase 2 (RNL2, New England Biolabs). The ligation reactions contained 40 pmol of DNA adapter, 7.5% (w/v) PEG_6000_, 1x RNL2 enzyme buffer, 2.5 units of RNL2 enzyme and first-strand cDNA in a volume of 20 µL. The ligation reactions were performed for 99 cycles of 37 °C for 30 s, 22 °C for 30 s. After the completion of the RNL2 adapter ligation reactions, cDNA for HiSeq sequencing was diluted to 100 µL with nuclease-free water and purified with an equal volume of Agencourt^®^ AMPure^®^ XP beads (Beckman Coulter). Purified cDNA was recovered in 50 µL of nuclease-free water. For adapter-ligated cDNA samples sequenced on the MiSeq platform, ligation products were purified using 25 µL Streptavidin M280 magnetic beads following the manufacturer’s recommendations (Invitrogen). Synthesis of second-strand cDNA was performed on the beads using T7 DNA polymerase following the manufacturer’s recommendations (New England Biolabs). The beads were resuspended in 50 µL of T7 reaction mix (0.3 mM dNTPs, 2.5 units T7 DNA polymerase, 1x T7 DNA polymerase buffer). The reaction was performed for 15 min at 37 °C. The reaction was terminated by washing the beads in 0.4 mL of washing solution (40 mM Tris pH 8.0, 10 mM MgCl_2_). The second-strand cDNA was eluted from the beads by heating for 3 min at 99 °C in a suspension of 50 µL 1x Sodium Saline Citrate (150 mM sodium chloride, 15 mM trisodium citrate pH 7.0).

An alternative adapter ligation strategy (hereafter referred to as method2) was also employed. Purified first-strand cDNA primed with RTCIRC in which RNA had been removed by alkaline treatment was circularized with 100 U of CircLigaseII enzyme, 2.5 mM MnCl_2_, 1 M betaine, and 1x CircLigaseII buffer in a reaction volume of 20 µL as recommended by the manufacturer (Epicentre). The reaction was incubated at 60 °C for 1 h and the reaction terminated by heating to 80 °C for 10 min. The reaction was diluted to 100 µL with nuclease-free water and cDNA purified using half the volume of Agencourt^®^ AMPure^®^ XP beads (Beckman Coulter). Purified cDNA was recovered in 50 µL of nuclease-free water.

### Library purification and Illumina sequencing

Adapter-ligated cDNA was used as a template for PCR amplification to make sequencing library. For samples sequenced using the HiSeq platform, PCRs contained adapter-ligated cDNA template (1 µL), 2.5 pmol each of PE1 and ScriptSeq primers (Table S1), 200 µM dNTPs, 0.625 U PrimeSTAR^®^ GXL DNA polymerase (Takara) and 1x buffer supplied with the enzyme in a reaction volume of 25 µL. The PCR program used was 98 °C for 30 s, followed by 18–25 cycles of 98 °C for 10 s, 68 °C for 60 s and a final extension of 68 °C for 5 min. For samples sequenced using the MiSeq platform, PCRs contained adapter-ligated cDNA template (1 µL), 12.5 pmol each of PE1 and ScriptSeq primers, 200 µM dNTPs, 2 mM MgCl_2_, 0.5 units of Platinum *Taq* enzyme (Invitrogen) and 1x Platinum *Taq* buffer in a reaction volume of 50 µL. The PCR program used was 94 °C for 90 s, followed by 18–25 cycles of 94 °C for 10 s, 60 ° C for 60 s. The optimal number of PCR cycles for each sample was determined empirically by visualization of products separated by 1.5% agarose gel electrophoresis from pilot reactions conducted with varying numbers of cycles. Amplified DNA fragments 400–600 bp in size were excised from the gel and purified using a MinElute gel extraction kit (Qiagen), with the modification that agarose was solubilized in QG buffer at room temperature to prevent DNA denaturation. DNA was quantified using a Qubit™ dsDNA HS Assay kit (Invitrogen). Libraries were pooled in equimolar ratios according to the ScriptSeq index primer recommendations (Illumina).

Pooled libraries were submitted to Novogene AIT (Singapore) for Illumina standard protocol sequencing on one lane of a HiSeq2000 flow-cell (Illumina), or to the Faculty of Medicine, Chulalongkorn University, Bangkok, Thailand for MiSeq sequencing. For MiSeq sequencing, pooled libraries were processed with 1% Illumina phiX174 control and loaded onto MiSeq v3 flow cells at 10 pM. 150 bp paired-end sequencing was performed using the standard sequencing primers as recommended by the manufacturer (Illumina). For MiSeq sequencing of libraries prepared using adapter ligation method 1, the sequencing “recipe” for the MiSeq instrument was modified to perform the first four sequencing cycles as “dark”, meaning no data are recorded for the purpose of identifying sequencing clusters. This modification was necessary since the homopolymer tail added by TdT during library construction provides insufficient diversity for generating a high density of clusters. Without this modification, there will be data loss in the cluster identification step (clusters passing filter quality control) of Illumina sequencing.

### Analysis of transcriptomic data from 5′ capped nucleotide enrichment experiments

The 5′ end of read1 from cDNA adapter ligation method1 data obtained using the HiSeq platform was trimmed of homopolymer sequence added by TdT using Cutadapt 1.18 (Martin, 2011). Read trimming was not performed for method 1 data obtained using the MiSeq platform, as signals for bases 1–4 were not recorded for this platform. Adapter sequence in the 3′ end of reads was trimmed and low-quality reads were removed using fastp with default settings (Chen et al., 2018). Preprocessed paired read data were aligned to the combined *P*. *falciparum* 3D7 v3.2 (Böhme et al., 2019) / SIRVomeERCCome (Lexogen) reference genome using HISAT2 (Kim et al., 2019), in the spliced mode guided by the *P*. *falciparum* / SIRVomeERCCome genome annotation with maximum intron length limited to 5,000 bp and other settings as default. Alignment summary statistics are shown in Table S2. To assess biological reproducibility, gene expression was determined for annotated *P*. *falciparum* genes using unenriched .bam files from each experiment as input to StringTie (Pertea et al., 2016). Gene expression values reported as transcripts per million were log_10_ transformed and used for sample pairwise Pearson correlations using the ggcorrplot package in R (Kassambra, 2019).

For analysis of 5′ cap nucleotide enrichment, .bam alignment files were used as input for the ToNER program (Promworn et al., 2017) with default settings, *i.e.,* depth value calculated from the read start position, pseudo-read added to depth values at all transcribed nucleotides and no filtering of positions for statistical modeling. This program calculates enrichment scores from paired feature-enriched and unenriched transcriptomic data. The enrichment scores are then transformed and fitted to a normal distribution by the Box–Cox procedure, and statistics of enrichment for each nucleotide reported. To increase statistical power, combined *P*-values from independent enrichment experiments were calculated by Fisher’s method. The enrichment signals at individual nucleotides were clustered into genomic intervals representing the 5′ capped ends of major transcripts using the CAGEr package (Haberle et al., 2015) as follows. Clustering of nucleotide signals in CAGEr requires integer counts, which are referred to in the CAGEr manual as tags. To generate tags for clustering, the reciprocal of enrichment *P*-value was rounded to the nearest integer. To militate against program abort owing to the constraint of maximum allowed integers in R, the maximum tag count was set as 1e7. Tags were clustered with the distclus function in CAGEr with no normalization and maximum distance between merged clusters of 20 nt. The dominant_ctss position in each cluster reported by CAGEr was annotated as a 5′ capped nucleotide. CAGEr clusters overlapping known 5′ ends in SIRV spike-in RNAs (assigned as true positives) were identified with BEDTools (Quinlan & Hall, 2010). The sum of tags (tpm) in each CAGEr cluster mapping to SIRVomeERCCome reference was used for Receiver Operator Characteristic (ROC) analysis with the plotROC package (Sachs, 2017). The optimal tpm value for filtering CAGEr clusters was identified using the OptimalCutpoints R package (López-Ratón et al., 2014) with default settings. For quantitative analysis of External RNA Controls Consortium (ERCC) RNA spike-ins, the CAGEr clusters reported from tag input of combined *P*-values of enrichment from four experiments were used. An RNA 5′ end was called as detected if a CAGEr cluster overlapped its known location. The empirical cumulative distribution functions of detected and undetected 5′ ends with respect to natural log of ERCC RNA concentration reported by the manufacturer (Lexogen) were determined using the base R ecdf function. The distributions of detected and undetected 5′ end groups were compared by two-sample Kolmogorov–Smirnov test in R. The natural log tpm values for CAGEr clusters overlapping detected 5′ ends were plotted against the natural log concentration of each RNA using the ggplot2 package (Wickham, 2009) in R.

### Analysis of genomic context in the vicinity of 5′ capped nucleotides

5′ capped nucleotide signals detected as CAGEr clusters above threshold (tpm >32) in separate stages of *P*. *falciparum* development (including cluster signals within 100 bp of each other) were merged into 17,961 non-overlapping genomic intervals using BEDTools (Quinlan & Hall, 2010). Within each interval, the dominant_ctss nucleotide with highest integer count (tpm.dominant_ctss reported by CAGEr) across the sampled developmental stages was annotated as the representative 5′ capped nucleotide for genomic analysis. Genomic sequences flanking 100 bp on either side of the 17,961 5′ capped nucleotide (test set) and 17,961 random positions selected using BEDTools (Quinlan & Hall, 2010) (control set) were obtained from the *P*. *falciparum* 3D7 v3.2 reference genome (Böhme et al., 2019) using the seqPattern package in R (Haberle, 2020). Sequence analysis was performed using the kpLogo program (Wu & Bartel, 2017) using the control set sequences as background and other settings as default. For analysis of epigenetic features, publicly available datasets from published studies were processed to construct genome coverage files (bigwig format) as described below in sub-section analysis of external epigenetic data. Plots of average coverage for each feature were made using the genomation package (Akalin et al., 2015) in R. To mitigate the effect of extreme values, the top and bottom 5% of scores were clipped using the winsorize function in the genomation package.

### Mismatched base analysis of -1 positions

The first base of all uniquely aligned reads (with secondary alignments removed from alignment .bam files using SAMtools) was extracted from all datasets. For reads mapping to the reference (–) strand, the complement of the first base was taken. Bases mismatched to the reference sequence (corresponding to soft-clipped bases in the alignment files) were counted for two groups. The first group comprised reference positions one base upstream of dominant 5′ capped nucleotides in non-overlapping genomic intervals (17,961 positions), and the second group all other reference positions. Contingency tables were constructed for each dataset for the count of the tested mismatched bases and all other mismatched bases for both groups of nucleotides (Table S3). One**-**tailed Fisher**’**s exact tests were performed of the alternative hypothesis that the true odds ratio is greater than 1. One**-**tailed tests were performed because mismatched bases under**-**represented in the first position of reads are not of interest. Bonferroni**-**corrected *P***-**values less than 0**.**001 were considered significant. For analysis of reference sequence patterns at -1 positions with high counts of mismatched reads, positions with 10 or more aligned reads and >50% of reads with mismatched first base in any dataset were selected.

### Unsupervised cluster analysis of 5′ capped nucleotides

17,961 5′ capped nucleotides in non-overlapping genomic intervals annotated from our data (see above) were clustered using epigenetic data, including occupancies of H2A.Z, H3K9 acetylation and H3K4 trimethylation (Bártfai et al., 2010) and H2B.Z (Hoeijmakers et al., 2013). For details of how chromatin mark occupancies were determined, see below in sub-section analysis of external epigenetic data. Principal Component Analysis (PCA) scores were calculated using the MacroPCA package in R (Hubert, Rousseeuw & VandenBossche, 2019). The data were pre-processed by transformation with natural logarithms, scaling by unit variance, means-centering and removal of rows with too many missing values. The first three principal components explained 83.3% of the variance; hence, the PCA scores from the first three principal components were used for clustering. To determine if more than one cluster existed in the data, statistical tests of unimodality were performed on PC1 scores using the multimode package in R (Ameijeiras-Alonso, Crujeiras & Rodríguez-Casal, 2019). Test *P*-values less than 0.05 were considered significant. Clustering was performed using the cross-entropy clustering (CEC) package in R (Tabor & Spurek, 2014; Spurek et al., 2017). The algorithm employed in this program is a hybrid of k-means and Gaussian mixed model, and can thus separate clusters with a variety of shapes. The settings used for CEC clustering were: Gaussian distribution models unconstrained, nstart =1000, initial clusters =5 and card.min =20%. To determine independently how many relevant clusters are present, the PCA scores from PC1, PC2 and PC3 were analysed using the NbClust package in R (Charrad et al., 2014). Cluster indices were determined using the Euclidean distance matrix and k-means method for *n* = 2 to *n* = 6 clusters. All indices were calculated except Gplus and Tau, which could not be determined owing to computational constraint, and Gamma which is only applicable for hierarchical clustering.

### Analysis of external transcriptomic data

To assess the reproducibility of 5′ capped nucleotides in *P*. *falciparum*, data were analyzed from independent published studies using different methods for 5′ capped nucleotide enrichment. *P*. *falciparum* 5′ cap sequencing data reported in Adjalley et al. (2016) were downloaded from the NCBI GEO database series under accession number GSE68982 using sratoolkit.2.10.0-ubuntu64 (SRA Toolkit Development Team, 2014). The read1 fastq files were pre-processed with UMI-tools (Smith, Heger & Sudbery, 2017) to move the 8 bp unique molecular index to the read header. Pre-processed paired data files were filtered and trimmed of 3′ adapter sequence using fastp (Chen et al., 2018) with default settings. Data from *P*. *falciparum* SMART-enrichment experiments reported in Kensche et al. (2016), European Nucleotide Archive accession numbers ERR861692 and ERR861693, were uploaded to the public server at usegalaxy.org. Read1 were filtered and trimmed using the Barcode Splitter tool to retain reads that started with smartseq2 adapter (AAGCAGTGGTATCAACGCAGAGTACATGGG), allowing up to three mismatches or indels. The filtered read1 and read2 from 5′ cap sequencing and SMART-enrichment experiments were processed using fastp (Chen et al., 2018) with default settings. Processed paired 5′ cap sequencing and SMART-enrichment data from fastp were aligned to the *P*. *falciparum* 3D7 v3.2 reference genome (Böhme et al., 2019) using HISAT2 (Kim et al., 2019) in the spliced mode guided by the genome annotation (PlasmoDB release 44) with maximum intron length limited to 5,000 bp and other settings as default. PCR duplicates in 5′ cap sequencing data were removed using UMI-tools (Smith, Heger & Sudbery, 2017) with the–unmapped-reads =use option. Unmapped and read2 reads were removed from .bam files and a merged .bam file was created from all experiments in each study using SAMtools (Li et al., 2009).

The filtered .bam files from individual experiments were used to obtain read depth at each position in the genome with BEDTools (Quinlan & Hall, 2010), with -strand and -5 options. The read depth values were used as ctss input for CAGEr (Haberle et al., 2015) for detection of 5′ capped nucleotide signals. CAGEr was run with the distclus function, no normalization and maximum distance between merged clusters of 20 nt. The CAGEr analysis results of 5UTR-seq experiments in *P*. *falciparum* were obtained from Table S9 reported in a previous study (Chappell et al., 2020). A merged .bam file of aligned data from all 5UTR-seq experiments was provided by Dr. Lia Chappell.

The dominant_ctss nucleotide genomic locations and the corresponding tpm.dominant _ctss values reported for CAGEr clusters in each dataset were concatenated and used to construct .bed and .bedgraph files of 5′ capped nucleotides for each study. In addition to CAGEr clusters, the read depth at each position in the genome was obtained from the merged .bam file from all experiments in each study using BEDTools (Quinlan & Hall, 2010) with -strand and -5 options. To assess the agreement of 5′ cap nucleotide assignment in our data with other studies, agreement was scored if the depth value from the combined .bam file of all experiments in the same study was two or greater.

Direct RNA sequencing data from *P*. *falciparum* obtained using the Oxford Nanopore MinION platform reported in Lee et al. (2021) under SRA accession number SRR11094274 were uploaded to the public server at usegalaxy.org and aligned to the *P*. *falciparum* 3D7 v3.2 reference genome (Böhme et al., 2019) using Minimap2 (Li, 2018) with settings long-read spliced alignment, maximum intron 5 kb, and search GT-AG on the transcript strand only. The .bam alignment file was used as input to the Full-Length Alternative Isoform analysis of RNA (FLAIR) program (Tang et al., 2020a) with the–nvrna option using reference genome sequence and annotation (PlasmoDB release 44) for correction of isoform sequences. The corrected and inconsistent isoform sequences outputted by FLAIR were concatenated to create a single transcript annotation .gtf file. To assess whether transcripts annotated by FLAIR were 5′ capped, the transcript 5′ end locations were compared with 5′capped nucleotides annotated from 5′ cap enrichment data using BEDTools (Quinlan & Hall, 2010). Genomic locations in .bed file format were constructed for each 5′ cap enrichment study from the dominant_ctss nucleotide reported in all CAGEr clusters. FLAIR transcripts were considered full-length (5′ capped) if the transcript 5′ end was 20 nt or closer to a dominant_ctss nucleotide.

### Analysis of external epigenetic data

Epigenetic data for analysis of 5′ capped nucleotide genomic context were obtained from published studies, including chromatin immunoprecipitation sequencing (ChIP-seq) data reported in Bártfai et al. (2010), Hoeijmakers et al. (2013), Karmodiya et al. (2015), Lu et al. (2017), Tang et al. (2020b), Bhowmick et al. (2020) and micrococcal nuclease-digested chromatin sequencing (MNase-seq) reported in Kensche et al. (2016) were obtained from the NCBI database under series accession numbers GSE23867, GSE39702, GSE63369, GSE85478, PRJNA612099, GSE142803 and GSE66185, respectively. The .csfasta files in accession GSE63369 were converted to .fastq using Cutadapt 1.18 (Martin, 2011) and aligned to the *P*. *falciparum* 3D7 v3.2 reference genome (Böhme et al., 2019) using bowtie−1.2.3-linux-x86_64 (Langmead et al., 2009) with the following options: -C -v 2 –best –strata m 3. The data from the other studies were uploaded to the public server at usegalaxy.org and processed using fastp (Chen et al., 2018) with default settings. For MNase-seq data, read length was trimmed with fastp to a maximum of 72 bp. Processed read data were aligned to the *P*. *falciparum* 3D7 v3.2 reference genome (Böhme et al., 2019) using bowtie2 (Langmead & Salzberg, 2012) with default settings. The .bam files for experimental replicates or multiple runs of the same library were merged using SAMtools (Li et al., 2009).

In order to calculate nucleosome occupancy from MNase-seq data at each sampled timepoint of development, sonicated genomic DNA control datasets with matching insert size distributions were created. The count of fragments with the same insert size in the alignment file generated from each MNase-seq experiment was obtained using SAMtools (Li et al., 2009). Next, insert size distributions were determined from the count of inserts in 31 bins of varying insert size (32–52, 53–72, 73–82, 83–92, 93–102, 103–12, 113–122, 123–132, 133–142, 143–152, 153–162, 163–172, 173–182, 183–192, 193–202, 203–212, 213–222, 223–232, 233–252, 253–272, 273–292, 293–312, 313–332, 333–352, 353–372, 373–392, 393–412, 413–432, 433–452, 453–472, and 473–500 bp). Alignment .bam files of sonicated genomic DNA control with defined insert sizes were made using BamTools (Barnett et al., 2011). The alignment files of sonicated genomic DNA control with defined insert sizes were randomly sampled to the equivalent depth in the MNase-seq experimental dataset and merged to create a genomic DNA control with matching insert size distribution using SAMtools (Li et al., 2009).

Normalization factors for each sample dataset from all epigenetic experiments were calculated by dividing the reference genome size (23,332,839 bp) by the total depth of coverage in .bam files obtained using SAMtools (Li et al., 2009). The read depth at each position in the genome was obtained using BEDTools (Quinlan & Hall, 2010). Nucleotide occupancy for each epigenetic feature of interest was calculated as the ratio of normalized read depth in each test dataset to developmental stage-matched control. To prevent division by zero, a pseudo depth value equal to 0.001 was added to every position for test and control datasets. For ChIP-seq data reported in Lu et al. (2017), RNA polymerase II (RNApolII) occupancy was calculated by subtraction of timepoint-matched normalized IgG negative control read depth from normalized ChIP-seq read depth. Nucleotide occupancy values were used to create genome coverage files in .bigwig format using the bedGraphToBigWig tool (Kent et al., 2010).

Genomic intervals annotated as *P*. *falciparum* accessible chromatin from Assay for Transposase-Accessible Chromatin (ATAC-seq) experiments were obtained from the supplementary information files reported in Toenhake et al. (2018), Ruiz et al. (2018) and Yin et al. (2020). The accessible chromatin intervals reported in each study were intersected using BEDTools (Quinlan & Hall, 2010).

### Data availability

Custom scripts written for analysis of transcriptomic data are available from the GitHub repository: https://github.com/BSI3/5CAPture-seq. Sequencing data generated in this study are available from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under series accession number GSE103036.

## Results

### Outline of the method for identifying 5′ capped nucleotides

We present a new method for identifying 5′ capped nucleotides from mRNA transcripts. mRNA is purified from the biological sample and used to synthesize cDNA. A portion of the cDNA is reserved as unenriched for generation of a control library and the remainder is enriched for full-length cDNA (Fig. 1A). Full-length cDNA fragments are enriched using recombinant eIF4E protein, which is capable of binding to the 5′ cap nucleotide in first-strand cDNA products (Edery et al., 1995). We enriched full-length cDNA using recombinant *P*. *falciparum* eIF4E protein, which has an affinity for the 5′ cap nucleotide similar to mammalian eIF4E (Shaw et al., 2007). To mitigate 5′ end biases when adding adapter, we employ two different adapter ligation protocols, namely cDNA tailing followed by double-stranded adapter ligation (adapter ligation method1) and intramolecular ligation (adapter ligation method2) (Figs. 1B, 1C). 5′ end bias patterns were observed among the unaligned reads, in which C was markedly lower for the first base of method1 HiSeq libraries compared with downstream bases (Fig. S1), and G markedly lower for the first base of all method2 libraries (Figs. S1 and S2).

**Figure 1:**
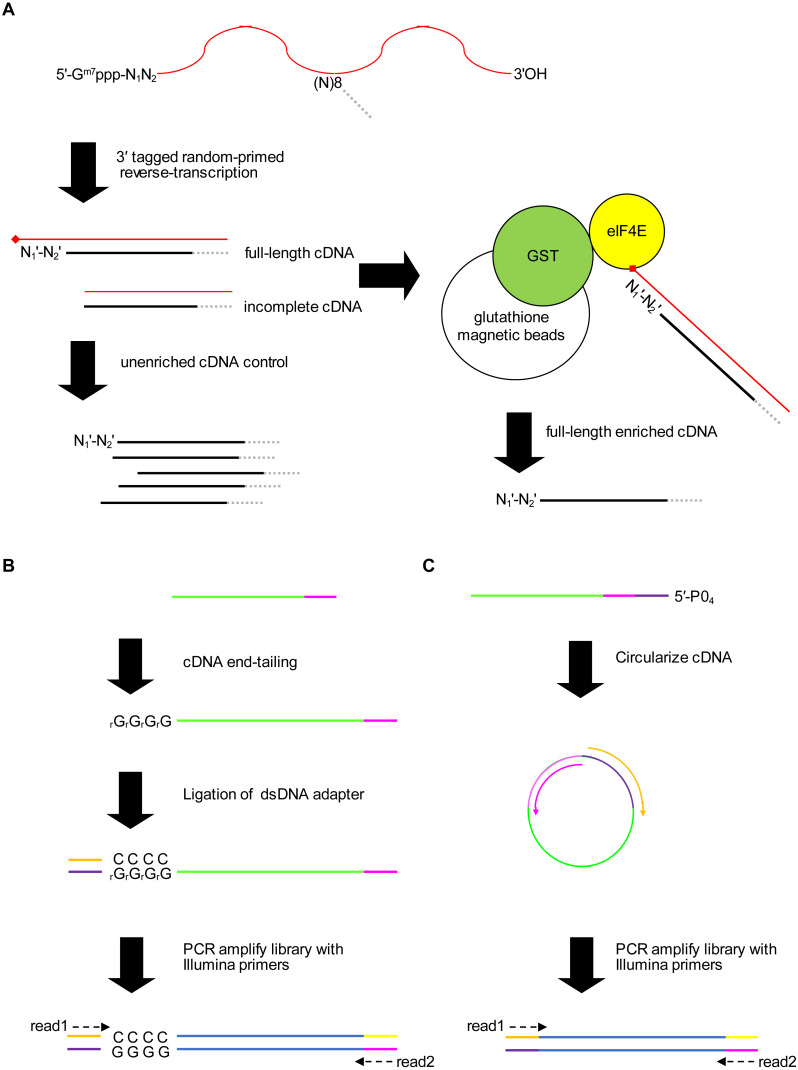
Schematic of the 5′ cap enrichment transcriptomic method. (A) 5′ capped mRNA is reverse-transcribed using a random primer with 3′ sequence tag (magenta). Full-length cDNA extending to the 5′ cap structure (lollipop) terminates in a 3′ nucleotide (N}{}${}_{1}^{{^{\prime}}}$) complementary to authentic 5′ mRNA end nucleotide (N_1_). A portion of the cDNA sample is reserved as unenriched for generating a control library, whereas the remainder is enriched for full-length cDNA by CAPture (Edery et al., 1995). Recombinant protein of glutathione S-transferase (GST) fused to 5′ cap binding protein (eIF4E) is immobilized on glutathione magnetic beads. Incomplete cDNA is removed by washing and full-length cDNA eluted from the beads. Unenriched control and full-length enriched cDNA are processed in parallel for 5′ adapter ligation and construction of sequencing libraries. (B) 5′ adapter ligation method1. First-strand cDNA primed using RTNGS1 (Table S1) is 3′ tailed using terminal transferase and rGTP. Up to four riboguanosines (rG) are added to the 3′ end of the cDNA (Schmidt & Mueller, 1996). Double-stranded DNA adapter with overhanging complementary Cs is ligated to the first-strand cDNA using RNA ligase 2 enzyme. The adapter is made by annealing top and bottom strand oligonucleotides. Adapter bottom strand oligonucleotide is 5′ phosphorylated and 3′ blocked to prevent adapter self-ligation. DNA library for Illumina next-generation sequencing (NGS) is made by PCR amplification using Illumina primers corresponding to adapter sequences. Paired-end sequencing is performed using standard read1 and read2 primers. (C) 5′ adapter ligation method2. First-strand cDNA primed using RTCIRC (Table S1) with 5′ phosphate ligation donor group (5′-PO_4_) is intra-molecularly ligated using CircLigase 2 enzyme. The 3′ tag sequence in RTCIRC contains both 5′ and 3′ adapter sequences (depicted in dark purple and magenta, respectively). DNA library for NGS is made by PCR amplification and paired-end sequenced as for method1.

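Whether the CAPture step moved reads toward transcript 5′ ends was examined in the 12 experiments of the study, each of which paired an enriched library with its unenriched control. The experiments are named by stage, sequencing platform (HiSeq or MiSeq) and adapter ligation method. The deposited counts are read starts, that is, the number of read1 alignments whose first base lies at a given strand and nucleotide position, without normalization. They were assigned to 5225 protein-coding genes of the RefSeq gene table for the 3D7 strain, whose strand was taken as the strand holding most of the read starts. A read start was called upstream when it lay on the strand of a gene, within 500 nt of the start of the gene span and outside every gene span of that strand, and the upstream share was taken over the read starts that were upstream or within gene spans. Between 967412 and 83798128 such read starts were counted per library. The upstream share changed by 4.05 ± 10.7 percentage points (SD, n = 12 experiments) from the unenriched to the enriched libraries and was higher in the enriched library in 8 of 12 experiments, a difference within the spread among experiments (two-sided exact sign-flip permutation test, p = 0.22). The largest rise was from 23.6% to 48.0% in the trophozoite MiSeq_method1 experiment, and the largest fall was from 36.5% to 17.1% in the ring MiSeq_method2 experiment. Leaving out the latter experiment gave a mean change of 6.18 percentage points over the other 11 (p = 0.0225, same exact test), and leaving out the former gave 2.20 (exact p = 0.438); without each other experiment p was above 0.05. On the HiSeq platform the change was 5.67 ± 6.57 percentage points (SD, n = 6, exact p = 0.125) and on the MiSeq platform 2.43 ± 14.2 percentage points (SD, n = 6, exact p = 0.625). With each position counted once, whatever its number of read starts, the change was 0.773 percentage points (exact p = 0.627).

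**Figure D1:**
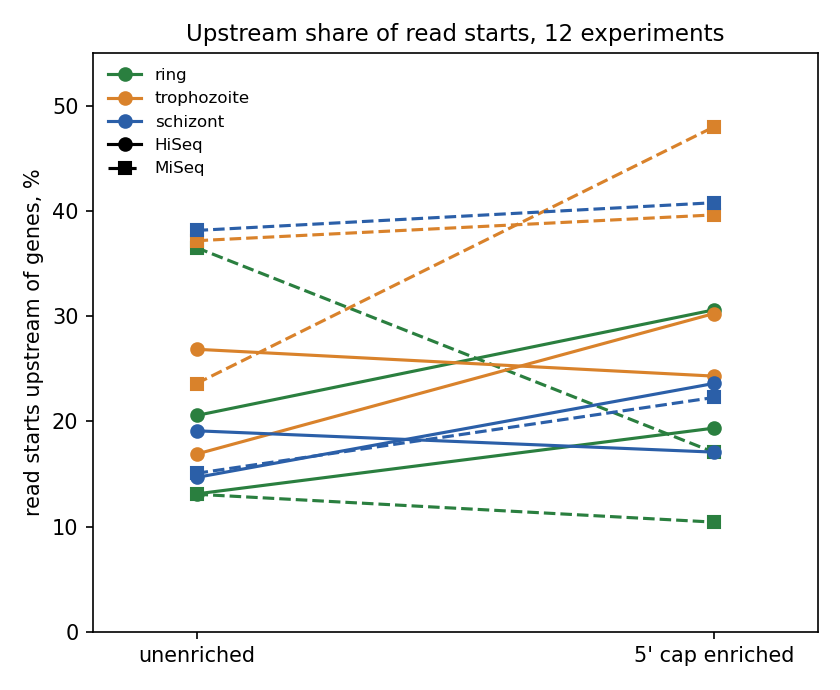
Percentage of read starts lying upstream of genes in the unenriched (left) and 5′ cap enriched (right) library of each of the 12 experiments, each line joining the libraries of an experiment. Colors give the stage, and solid lines with circles and dashed lines with squares give the HiSeq and MiSeq platforms; the lines rise in 8 experiments and fall in the others.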

### Accuracy and sensitivity of the method

To assess the accuracy and sensitivity of the proposed method, we performed four experiments with *P*. *falciparum* mRNA spiked with 5′ capped synthetic RNAs, including two replicates for each adapter ligation protocol. 

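The spike-in RNA was a commercial pool of synthetic transcripts, capped with a viral capping enzyme and mixed with ring or trophozoite mRNA before cDNA synthesis. The 4 experiments were ring and trophozoite samples, each processed with both adapter ligation methods and sequenced on the HiSeq platform as an enriched and an unenriched library. The authors aligned the reads with HISAT2 to the parasite genome joined with the spike-in contig and processed each pair of libraries with ToNER, which counts read starts at each strand and position, adds 1 pseudo-read to both counts, takes the enriched over unenriched ratio, transforms it by the Box–Cox procedure and reports a P-value for each position with a read start in either library. The deposited counts, ratios and P-values of each experiment were used here. On the spike-in contig, 333725 enriched and 133307 unenriched read starts were counted in the ring method1 experiment, 105429 and 45129 in the ring method2 experiment, 113820 and 53881 in the trophozoite method1 experiment, and 128333 and 789765 in the trophozoite method2 experiment. These made up 0.120% to 0.575% of all enriched and 0.116% to 0.645% of all unenriched read starts, and lay at 4792 to 13834 positions per experiment. The P-values of a position were combined over the experiments that listed it by Fisher's method. The reciprocal of the combined P-value, rounded and limited to 10000000, was taken as the tag count, and tags within 20 nt of each other on the same strand were joined into clusters, as the paper describes for CAGEr. The known 5′ ends of the synthetic RNAs and their concentrations were not used here, so the detection of known ends was not analysed here. Reads carry no molecular identifiers, so counts of read starts include PCR copies.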

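With the P-values of the 4 spiked experiments combined, 629 clusters of tags lay on the spike-in contig, and 162 of them had a tag sum above 32. The count takes in both strands and all synthetic RNAs of the contig. When Fisher's method was applied to 1 − P and its complement taken as the combined P-value, a setting chosen after seeing the data, 164 clusters had a tag sum above 32.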

The reads mapped to the *in silico* SIRVomeERCCome reference sequence were used to determine enrichment signals for synthetic RNAs with known 5′ ends (Fig. 2A). The performance for detecting 5′ capped ends was assessed by Receiver Operator Characteristic (ROC) plot (Fig. 2B). As the same batch of synthetic RNA was used for the four spike-in experiments, we also tested whether combining *P*-values from replicate experiments could improve performance. Individual experiments with method2 gave slightly higher performance than method1 as shown by the greater area under ROC curves. The greatest performance was achieved by combining *P*-values from all four experiments. From the ROC curve of all four experiments combined, the optimal cutpoint for classifying 5′ capped nucleotide signals was determined (Fig. 2B). We assessed the sensitivity of the method for detecting 5′ capped ends in absolute terms by comparing the distributions of the ERCC spike-in RNA concentrations for detected *versus* undetected 5′ ends, which were significantly different (Fig. 2C). Moreover, the 5′ capped nucleotide signals for ERCC spike-in RNAs showed a significant positive correlation with the known RNA concentrations indicating that the enrichment signals are quantitative and reflect RNA abundance (Fig. 2D). From the analysis of spike-in RNA enrichment data, we determined the performance of the method using different adapter-ligation protocols and showed that combining *P*-values from all available replicate experiments gives the best performance.

**Figure 2:**
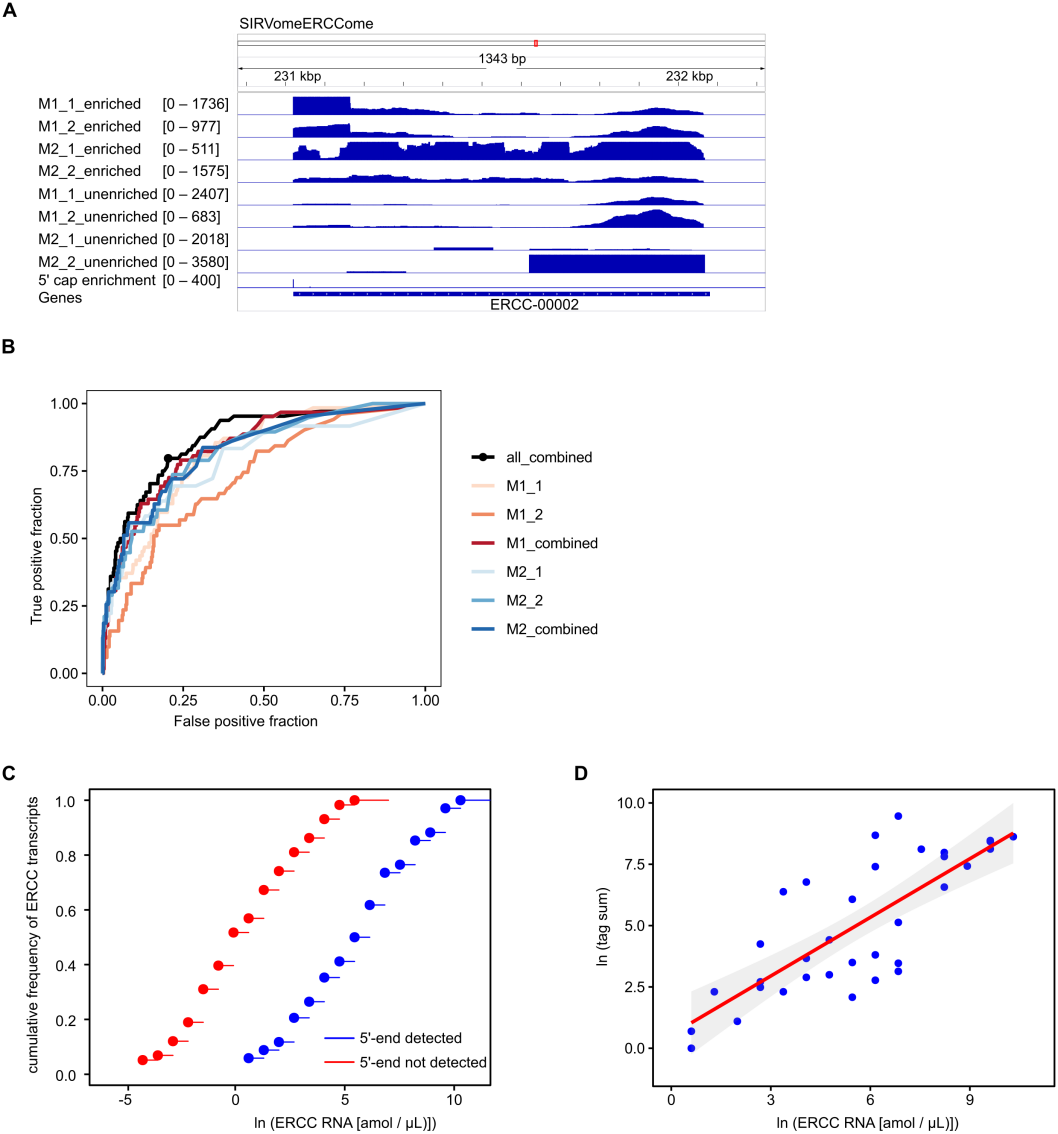
Validation of 5′ cap enrichment using synthetic RNA. *Plasmodium falciparum* mRNA was spiked with SIRV set 3 (a pool of synthetic RNAs with known 5′ capped ends). Two experiments were conducted using 5′ adapter ligation method1 (M1_1 and M1_2) and two with 5′ adapter ligation method2 (M2_1 and M2_2). To test whether the power to detect was increased by combining enrichment *P*-values from different experiments, combined *P*-values were calculated from M1_1 and M1_2 experiments (M1_combined), M2_1 and M2_2 experiments (M2_combined) and all four experiments (all_combined). Enrichment *P*-values were transformed to integer counts and clusters of enrichment signals were identified by analysis with CAGEr (Haberle et al., 2015). CAGEr cluster signals were used for further analyses. (A) Example of transcriptomic data for the ERCC-00002 synthetic RNA. Reads from enriched and unenriched libraries were aligned to the reference sequence (SIRvomeERCCome). Data tracks underneath the chromosome line show normalized read depth for each library, with the range of depth values in the interval shown indicated in brackets. The bottom data track shows the integer counts of 5′ capped nucleotide enrichment from four experiments (5′ cap enrichment) with the range of integer counts in the interval shown indicated in the bracket. Figure produced using IGV software (Robinson et al., 2011). (B) Receiver Operator Characteristic (ROC) plots. The black circle on the “all_combined” plot represents the optimal cut-point of enrichment signal (CAGEr cluster tag sum) equal to 32. (C) Empirical cumulative distribution frequency plots of natural log RNA concentration of External RNA Controls Consortium (ERCC) synthetic RNAs. The ERCC RNAs are the subset of synthetic RNAs with a single transcript annotated for each *in silico* gene. The 5′ end was detected for 34 ERCC RNAs, whereas the 5′ end was not detected for 58 ERCC RNAs. The distributions of the two groups were compared by two-sample Kolmogorov–Smirnov test (*P*-value = 1.142e^−07^). (D) Correlation of natural log (CAGEr cluster tag sums) with natural log concentration of ERCC synthetic RNAs with detected 5′ end. The red line represents linear regression of the data, *P* = 3.941e^−08^. 95% confidence intervals are indicated by the gray bands.

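Within the left end of ERCC-00002 in the spike-in reference as drawn in Fig. 2A, the largest tag count of the 4 spiked experiments lay at position 231020 on the plus strand. At this nucleotide, the ring method1 experiment had 2964 enriched and 162 unenriched read starts, with a single-experiment P-value of 0.0793, and the ring method2 experiment had 247 enriched read starts and none in the control, with a P-value of 0.0198. In the trophozoite stage, 490 enriched and 78 unenriched read starts were counted with method1 (ToNER P-value of 0.123), and 202 and 11 with method2 (ToNER P-value of 0.284). The enriched count was the higher in all 4 experiments, whereas the P-value was under 0.05 in the ring method2 experiment alone. The combined P-value was 0.0119, which corresponded to a tag count of 84 in a cluster of 626 covered positions with a tag sum of 2530. Leaving out the ring method2 experiment gave a combined P-value of 0.0671, and Stouffer's method gave 0.00467.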

### Annotation of 5′ capped nucleotides in *P*. *falciparum*

We performed 12 experiments in total for identifying 5′ capped ends in *P*. *falciparum* mRNA isolated from different stages of the IDC. 

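Each of the 3 stages, ring, trophozoite and schizont, was represented by 4 experiments, HiSeq_method1, HiSeq_method2, MiSeq_method1 and MiSeq_method2, and each experiment by an enriched and an unenriched library, which made 24 libraries in all. Parasites of the K1 strain, a culture-adapted laboratory strain of the malaria parasite, were synchronized with sorbitol, which leaves ring-stage parasites alive. The paper gives collection at 0, 12 and 24 h after sorbitol treatment for rings, trophozoites and schizonts. The sample labels give these times for the HiSeq libraries but 0, 20 and 40 h for the MiSeq libraries, and 100 µg of eIF4E protein on 50 µL of beads for HiSeq against 400 µg on 100 µL for MiSeq. The platforms thus differed in more than sequencing, and every stage had the same set of preparations. The authors trimmed homopolymer tails from the HiSeq method1 reads, removed adapters and low-quality reads with fastp, aligned with HISAT2 to the 3D7 genome joined with the spike-in contig, and deposited the ToNER output of each experiment. The totals of read starts ranged from 1400243 to 88085326 per enriched ring library (median 29894999) and from 1446600 to 95328116 per unenriched ring library (median 15111600). For trophozoites the ranges were 1492027 to 55505768 (median 17819798) and 1884181 to 122462929 (median 25866451), and for schizonts 1914302 to 49606470 (median 19171719) and 1780589 to 43644105 (median 18825004). Secondary alignments are included in these counts. The 4 experiments of a stage were treated as its replicates, and P-values, tags and clusters were made as for the spiked experiments, from the positions on the 14 nuclear chromosomes. The choices that could change the numbers were the way P-values were combined, the tag sum threshold of 32, the clustering distance of 20 nt and whether clusters of opposite strands were merged.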

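Total read starts per library ranged from 28751030 to 122462929 on the HiSeq platform (median 48058633) and from 1400243 to 5634384 on the MiSeq platform (median 1832385), so that every HiSeq library held more than every MiSeq library. The number of nucleotide positions covered did not follow the totals. The unenriched HiSeq_method2 libraries covered only 69321 positions in ring, 267590 in trophozoite and 98292 in schizont, fewer than any other unenriched library of the same stage, whereas the enriched libraries of the same experiments covered 1582728, 796472 and 1620606 positions. In the MiSeq libraries, 27.3% to 67.2% of the positions covered by an enriched library had a single read start, against 14.9% to 18.6% in the HiSeq libraries.

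**Figure D2:**
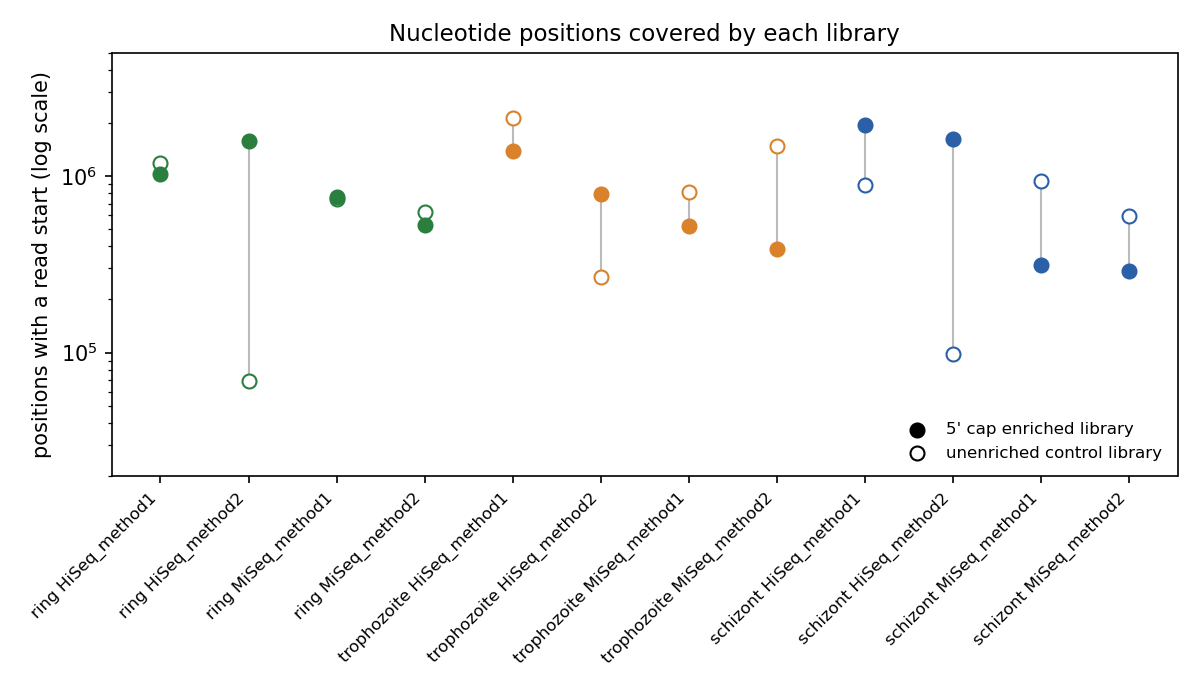
Number of nucleotide positions with at least 1 read start in the 5′ cap enriched (filled circles) and unenriched (open circles) library of each experiment, on a log scale, with a line joining the libraries of an experiment. The unenriched HiSeq_method2 libraries lie lowest, at 69321, 267590 and 98292 positions for ring, trophozoite and schizont.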

Six experiments were conducted with high sequence coverage on the HiSeq platform (including the four with synthetic RNA spike-in) and six at lower coverage on the MiSeq platform. To assess variability among samples, gene expression profiles were compared. All pairwise combinations of samples from the same stage of the IDC (including samples prepared using different library and sequencing protocols) showed Pearson r values greater than 0.5, whereas some pairwise combinations of samples from different stages showed Pearson r less than 0.5 (Fig. 3A). 

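Expression was taken from the unenriched libraries as read starts on the sense strand of 5225 gene spans, divided by span length and scaled as for TPM, and compared after log10 transformation with a pseudocount of 1. The correlations are across genes, which are not independent replicates. Between 614277 and 72810210 read starts per library lay on the sense strand of genes. The 18 pairs of experiments from the same stage had a mean Pearson r of 0.635 ± 0.132 (SD over pairs), from 0.468 to 0.909, and 15 of the 18 had r above 0.5. The 48 pairs from different stages had a mean r of 0.511 ± 0.139 (SD over pairs), from 0.314 to 0.777, and 29 of them had r below 0.5. The mean r was 0.124 higher within than between stages (one-sided exact permutation test over all ways to part the experiments into 3 groups of 4, p = 0.000519), and with stage labels permuted only within each platform and adapter method p was 0.00463 (exact permutation test). The 6 experiments of a platform can be parted in 15 ways, and the smallest p these allow is 0.0667, so that a difference within a platform could not reach 0.05. It was 0.0943 on HiSeq (exact permutation p = 0.2) and 0.168 on MiSeq (exact permutation p = 0.0667). Pairs from different stages on the same platform had a mean r of 0.592, and pairs from the same stage on different platforms a mean r of 0.590. Of the alternatives to gene spans and the pseudocount, the use of genes with a read start in every unenriched library moved the difference most, to 0.222 over 2919 genes.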

Enrichment *P*-values were thus combined from four replicate experiments of each stage of development to increase the power of detection. 

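In the single experiments, 31946 to 170022 positions had an enrichment P-value under 0.05, which was 2.49% to 8.61% of the positions listed. Of these positions, 64.7% to 96.3% had no read start in the unenriched control, against 10.4% to 95.7% of all positions listed in an experiment. The share was higher at the positions with a low P-value in all experiments but the ring and schizont HiSeq_method2 ones (89.0% against 95.7% and 93.2% against 94.1%). After combination over the 4 experiments of a stage by Fisher's method, P was under 0.05 at 3.27% of 3826922 positions in ring, 5.80% of 4683380 in trophozoite and 4.67% of 4264658 in schizont. The replicate counts were also tested directly, with edgeR's quasi-likelihood test of enriched against unenriched read starts, with the experiment as a block, at the positions with at least 100 read starts over the 8 libraries of a stage. After Benjamini-Hochberg adjustment, 0 of 297683 positions in ring, 0 of 224972 in trophozoite and 0 of 225781 in schizont had an adjusted P under 0.05, while 2838, 4317 and 622 positions had an unadjusted P under 0.05. DESeq2 on the same counts gave 908, 2157 and 1161 positions with an adjusted P under 0.05, of which 907, 2155 and 1159 were lower in the enriched libraries. It gave no adjusted P for 277027, 209361 and 210114 positions. The median log2 fold change of the tested positions was 1.25, 0.0557 and 0.811 with edgeR and -0.0254, -0.609 and -0.693 with DESeq2. The tools thus centred the fold changes differently, so the direction of the positions DESeq2 called is not settled. Of the counts tested, 49.4% in ring, 46.4% in trophozoite and 55.1% in schizont were 0. In counts simulated at 10000 of these positions with 200 changed 16-fold, edgeR recovered 0% of the changes at the dispersion estimated from the libraries (1.81, 1.43 and 2.94 for ring, trophozoite and schizont) and 96% to 100% at a dispersion of 0.1. At the estimated dispersion, DESeq2 recovered 26, 55 and 16 of the changed positions and also called 23, 26 and 41 unchanged ones when each position had the mean level of the 4 experiments, and recovered 4, 5 and 1 and called 0 unchanged ones when each experiment had its own level. The paper combines P-values to raise the power of detection on 2 grounds. In its spike-in RNA, detection of known 5′ ends was best with all 4 experiments combined, and experiments of the same stage correlated in expression. The spike-in comparison was not repeated here.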

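Clusters of tags above the threshold of 32 were counted on the 14 nuclear chromosomes. There were 29877 in ring, 52016 in trophozoite and 41320 in schizont. The threshold moved the counts most: a tag sum above 100 left 13375, 26661 and 19190 clusters, and a tag sum above 10 gave 71425, 93822 and 82227. The nucleotide with the highest tag count of each cluster, its dominant nucleotide, had a single-experiment P-value under 0.05 in 2 or more of the 4 experiments in 2.77% of ring, 4.45% of trophozoite and 3.56% of schizont clusters. In none of the 4 experiments was P under 0.05 for 52.7%, 18.5% and 29.5% of dominant nucleotides, and in all 4 it was for 4, 1 and 8 dominant nucleotides. In 85.3% of ring, 88.2% of trophozoite and 87.2% of schizont clusters the dominant nucleotide had a read start, enriched or unenriched, in only 1 of the 4 experiments. Clusters that held no single tag count above 32, and thus passed by the sum of smaller tags, made up 77.8%, 42.3% and 52.7%. Fisher's method on 1 − P was also used, a setting chosen after seeing the data. With it, 71.7%, 83.5% and 82.1% of dominant nucleotides had a read start in only 1 experiment.

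**Figure D3:**
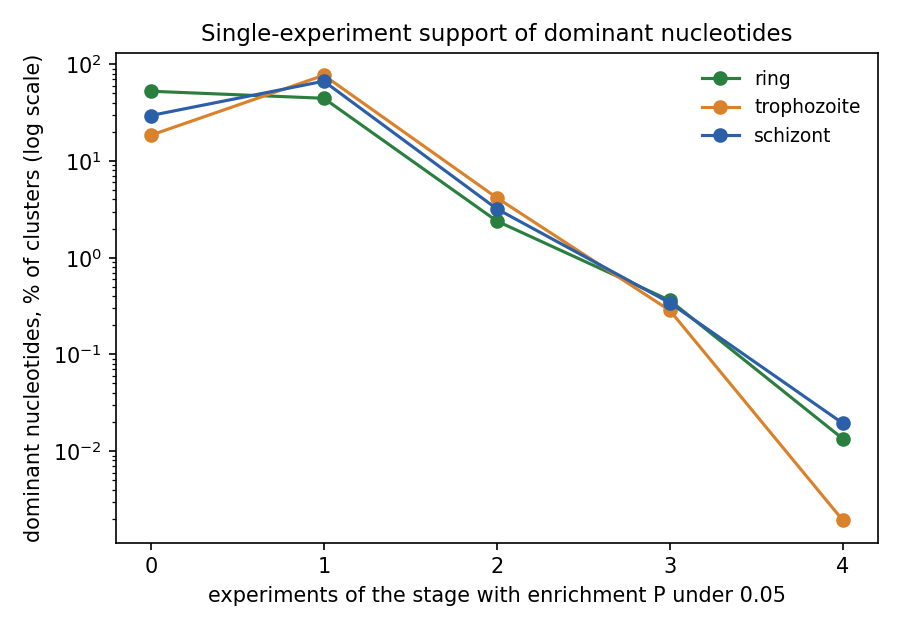
Percentage of clusters above threshold (log scale) against the number of experiments of the stage, 0 to 4, in which the dominant nucleotide had an enrichment P-value under 0.05, with a line for each stage. The lines fall steeply past 1 experiment, and 2.77%, 4.45% and 3.56% of the ring, trophozoite and schizont clusters lie at 2 or more.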

5′ capped nucleotide signals were annotated for ring, trophozoite and schizont stages of *P*. *falciparum* IDC based on the threshold of 5′ capped nucleotide signal determined from analysis of spike-in RNA (Table S4). 

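The median width between the 0.1 and 0.9 quantiles of tags was 93 bp for ring, 59 bp for trophozoite and 73 bp for schizont clusters, and the median full width from the first to the last tag was 123 bp, 87 bp and 102 bp. A cluster held a median of 25, 17 and 20 covered positions. The single experiments differed more than the stages did: taken on their own, their median interquantile widths ranged from 53 to 96 bp in ring, from 18 to 54 bp in trophozoite and from 27 to 86 bp in schizont.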

The 5′ capped nucleotide signals detected for *P*. *falciparum* encompass genomic regions of variable width (Table S4). In other transcriptomic studies of eukaryotic 5′ capped nucleotides, the majority of signals correspond with core promoters, or genomic regions of varying width in which multiple transcription start sites (TSS) are used at different frequencies (Zhao et al., 2011). The interquantile signal width reported by CAGEr can be used for the analysis of 5′ capped nucleotide distribution (Haberle et al., 2015). Bimodal distributions comprising sharp (<10 bp) and broad (>10 bp) peaks were observed for each sampled stage of the *P*. *falciparum* IDC; however, the majority of signals showed broad peak widths (Fig. 3B). 

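Clusters with an interquantile width under 10 bp made up 2.87% in ring (858 of 29877), 17.4% in trophozoite (9061 of 52016) and 13.1% in schizont (5419 of 41320), and clusters over 10 bp made up 96.9%, 81.9% and 86.3%. The share under 10 bp varied among the single experiments of a stage, from 1.46% to 9.87% in ring, from 10.4% to 42.8% in trophozoite and from 3.07% to 32.0% in schizont, so the ranges of ring and trophozoite did not overlap while that of schizont overlapped both; the difference among stages was not tested. With the threshold lowered to a tag sum of 10, the share in ring rose to 17.7%. The share over 10 bp was the larger in every experiment, the lowest being 56.3% in the trophozoite MiSeq_method2 experiment. Whether the distributions had 2 modes was not tested.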

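When the clusters above threshold of the 3 stages were merged on each strand where they lay within 100 bp, 8018 of the merged intervals held clusters from all 3 stages, 5803 from 2 stages and 12814 from a single stage. Intervals shared by 2 or 3 stages were thus 51.9% of the total, against 61.4% when strand was ignored in merging.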

Many of the 5′ capped nucleotide signals from the three stages of development overlapped the same genomic regions, which made it difficult to separate signals of alternative 5′ ends used dynamically throughout the IDC. Therefore, to simplify the genomic analysis we collapsed the signals across different stages into 17,961 non-overlapping intervals. 

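Merging on each strand gave 26635 intervals with a median length of 150.0 bp, and merging without regard to strand gave 17941, of which 24.9% held clusters of both strands. Joining only the clusters that overlapped gave the highest number, 52915, and joining those within 200 bp gave 17887. The intervals analysed here are the 26635 strand-specific ones.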

The dominant 5′ capped nucleotide (5CN) with the strongest signal across the IDC in each genomic interval was investigated in more detail.

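The dominant nucleotides with a single-experiment P-value under 0.05 in all 4 experiments of their stage were ranked by combined P-value, and the first 3 of each stage are given, by a rule set before the data were examined; only 1 qualified in trophozoite. Positions are on the 3D7 genome used by the authors. For these nucleotides, upstream means outside every gene span of the strand, with the named gene the nearest downstream within 2000 nt. In ring, the lowest combined P-value, 1.54e-05, lay on chromosome 10 at 122582 on the plus strand, inside the span of PF3D7_1002400.1, with single-experiment P-values from 0.00286 to 0.0224. The next lay on chromosome 3 at 677415, plus strand, upstream of PF3D7_0316800 (combined P-value of 7e-05), and on chromosome 11 at 762373, plus strand, inside the span of PF3D7_1120100 (combined P-value of 0.000164). In trophozoite, position 607409 on the minus strand of chromosome 6, upstream of PF3D7_0614500, had a combined P of 0.000236 and single-experiment P-values from 0.00558 to 0.0489. In schizont, position 1419871 on the minus strand of chromosome 13, inside the span of PF3D7_1335100, had a combined P of 1.45e-08 and the highest tag count allowed. Its single-experiment P-values ran from 6.15e-07 in HiSeq_method2 to 0.0376 in MiSeq_method2, and without HiSeq_method2 the combined P-value was 0.000583. Its enriched and unenriched read starts were 58 and 0 with HiSeq_method1, 823 and 0 with HiSeq_method2, 73 and 0 with MiSeq_method1 and 38 and 3 with MiSeq_method2. The other schizont positions were 929336 on the minus strand of chromosome 12, inside the span of PF3D7_1223100 (combined P-value of 1.2e-06), and 397496 on the plus strand of chromosome 11, inside the span of PF3D7_1109900 (combined P-value of 3.36e-06). Across these 7 positions the unenriched count was 0 to 4 read starts.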

**Figure 3:**
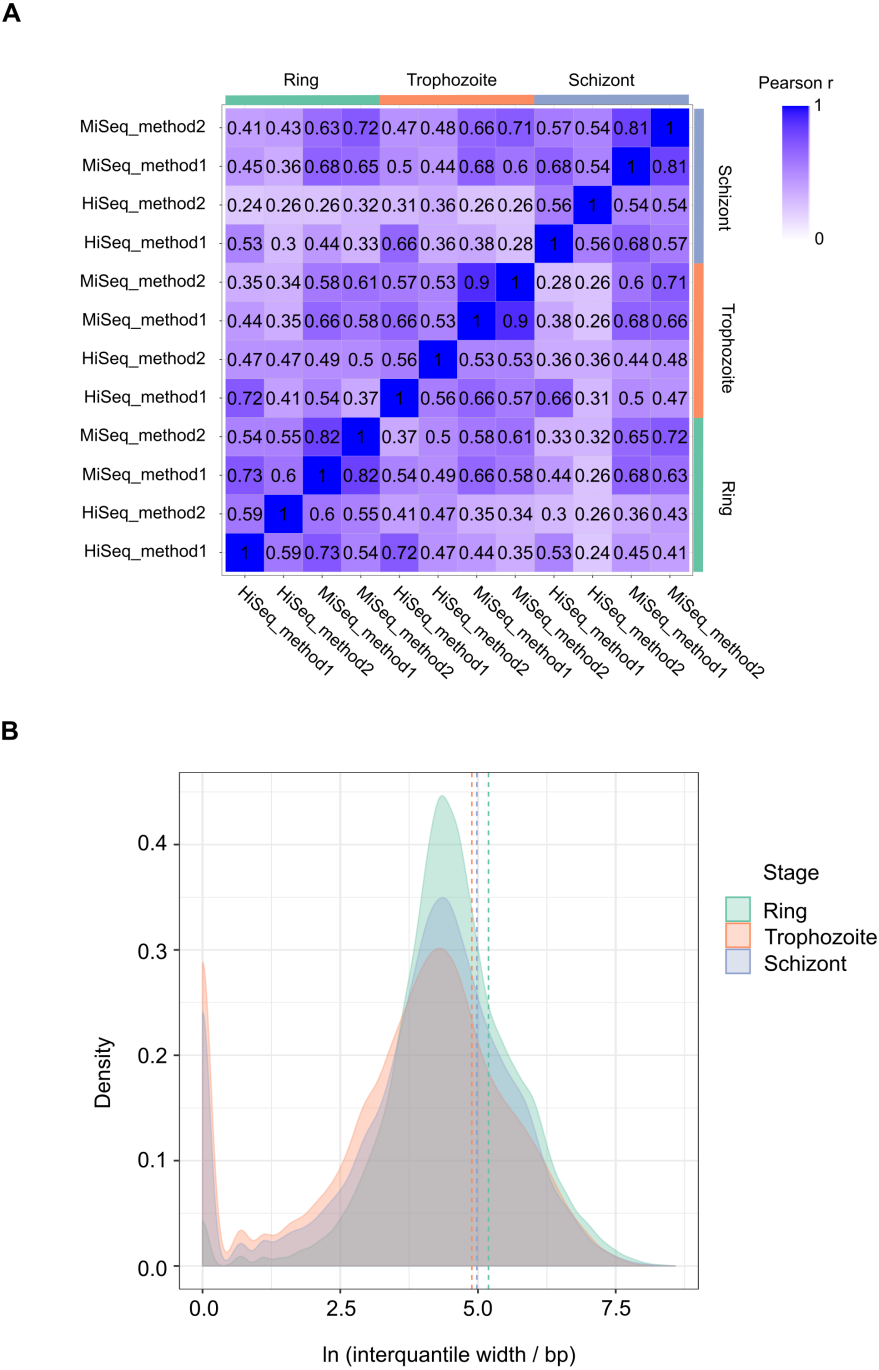
Transcriptomic data and corresponding 5′ capped nucleotide signals in *Plasmodium falciparum*. Twelve transcriptomic experiments were conducted for ring, trophozoite and schizont stages of *P. falciparum* development. Sequence data were obtained for six experiments using the Illumina HiSeq platform and six with the Illumina MiSeq platform. Sequencing libraries were generated using adapter ligation method1 and method2 for each sampled stage and sequencing platform. Library pairs of unenriched control and 5′ cap enriched were generated for each experiment. (A) Pairwise correlations of experimental data. Expressions of annotated genes were determined from unenriched control library data and used to determine pairwise Pearson’s correlation. Samples from the same stage of development are grouped as shown by the bars next to the correlation matrix. The sequencing platform used is indicated by the prefix (HiSeq or MiSeq) and the adapter ligation protocol by the suffix (method1 or method2). The Pearson r value for each combination is shown in the matrix and colored according to the scale shown on the right. (B) Distributions of interquantile cluster widths of 5′ capped nucleotide signals. 5′ cap enrichment was determined for all transcribed nucleotides from the paired transcriptomic data using statistical models. The combined enrichment *P*-values of four replicate experiments for each development stage were transformed to integer counts and clustered using CAGEr (Haberle et al., 2015). The interquantile width distribution of 5′ capped nucleotide signals passing threshold (CAGEr cluster tpm > 32) is shown by kernel density plot fitted to natural log of cluster width (bp). The dashed lines indicate the mean cluster width for each stage (green, ring 180 bp; orange, trophozoite 133 bp; blue, schizont 145 bp).

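The mean interquantile width recomputed from the deposited P-values was 185 bp for ring, 137 bp for trophozoite and 149 bp for schizont. The single experiments of a stage, clustered on their own, had means between 108 and 150.2 bp in ring, between 67.9 and 97.2 bp in trophozoite and between 56.0 and 136.5 bp in schizont. Leaving out each experiment in turn gave 163 to 188 bp, 111 to 130.1 bp and 119 to 152 bp. The ring mean stayed above the trophozoite mean in each of these sets. A clustering distance of 40 nt moved the mean in trophozoite most, to 271 bp, and for ring and schizont gave 332 and 289 bp.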

### Sequence patterns in the vicinity of dominant 5′ capped nucleotides

Eukaryotic promoter regions are characterized by A/T richness and the presence of position-specific short motifs such as upstream TATA boxes and pyrimidine/purine at the −1/ + 1 position (where +1 denotes TSS) (Müller & Tora, 2014). To test whether TSS sequence patterns existed at 5CN, base compositions were investigated. The average base composition at 17,961 5CN and 100 flanking genomic bases showed elevated A composition, in particular at +1 and positions immediately downstream compared with random (Fig. 4A).

**Figure 4:**
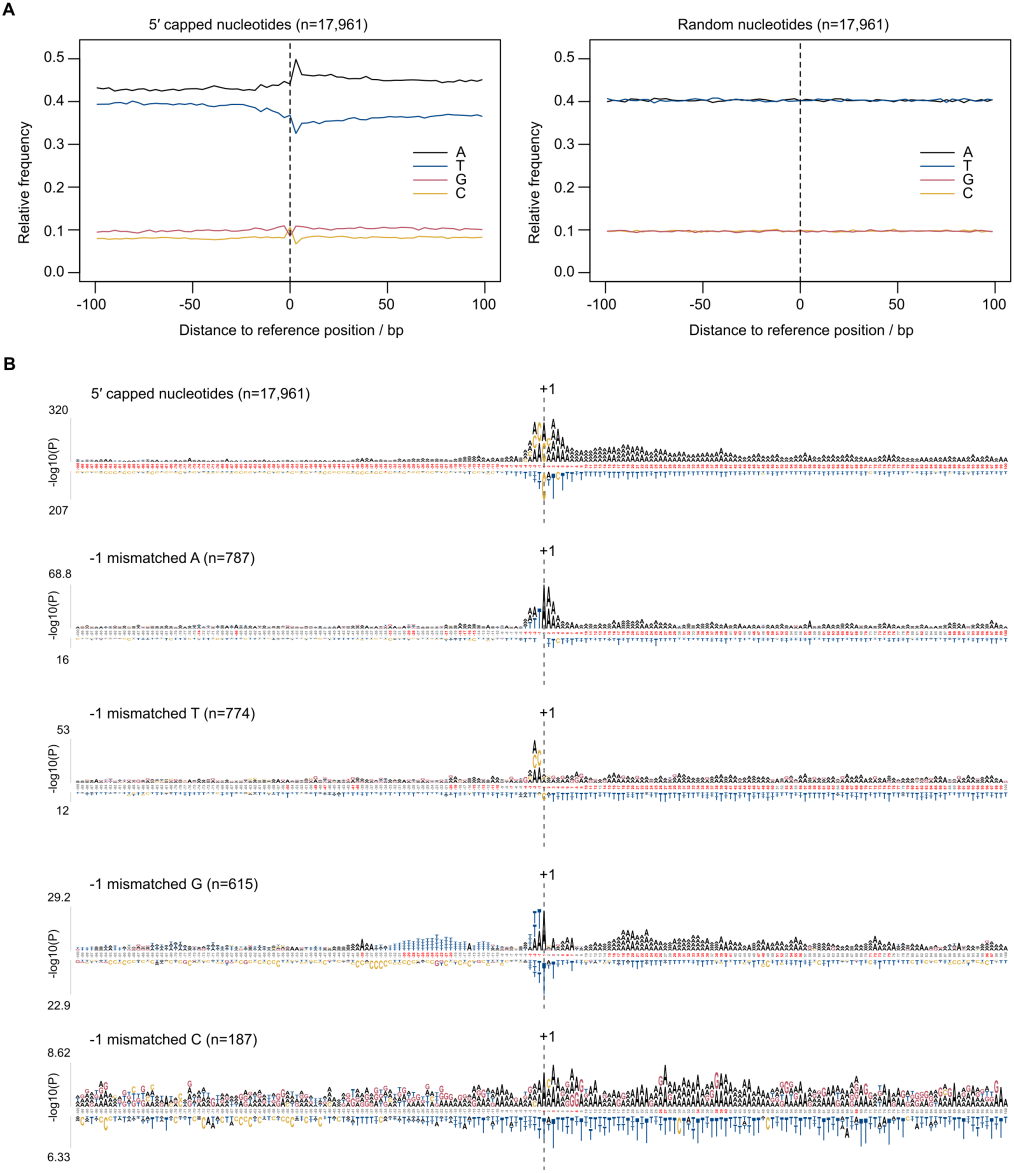
Sequence patterns in the vicinity of 5′ capped nucleotides. *Plasmodium falciparum* 3D7 genomic sequences flanking 17,961 dominant 5′ capped nucleotides (5CN) annotated from 5′ cap enriched transcriptomic data and 17,961 randomly selected positions were used for sequence analysis. (A) Average base-composition plots in the vicinity of 5CN (left) and random positions (right). Plots were generated using the seqPattern package in R. (B) Position-specific patterns of 1–4 nt k-mers in the vicinity of 5CN identified by kpLogo (Wu & Bartel, 2017) using random genomic sequences as background. The height of each k-mer symbol represents the –log_10_*P-* value from statistical testing. Over-represented k-mers are shown above the number line and under-represented below. Bases in the number line highlighted in red indicate positions with Bonferroni-corrected significant k-mers. Sequences flanking all 17,961 5CN were analysed (top) and the subset of sequences with high frequencies ( >50%) of aligned reads starting with a mismatched base 1 bp upstream (−1 position) of 5′ capped nucleotides. Patterns are shown for sequences with mismatched A, T, C and G reads at the −1 position.

Aligned reads may possess non-reference (mismatched) 5′ terminal nucleotides that can affect the accuracy of annotating transcript 5′ ends. For example, analysis of CAGE data requires correction for the non-reference G present on the first base of the majority of aligned reads, which originates from the cap signature (Haberle et al., 2015). The odds ratio of mismatched base counts from read1 starts aligned one base upstream of 5CN (−1 position) was compared with all other transcribed positions. Odds ratios significantly greater than 1 were observed for mismatched A(8/12 datasets), C(2/12 datasets), G(7/12 datasets) and T(1/12 datasets) (Table S3). 

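The odds ratios were recomputed from the counts the paper lists in Table S3 for mismatched and other bases at the −1 position and elsewhere, with a one-sided test on the hypergeometric distribution for each of 48 combinations of base and dataset. The odds ratio was above 1 in 9 of 12 datasets for A, 2 for C, 9 for G and 3 for T. It ranged from 0.806 to 1.57 for A, from 0.405 to 1.44 for C, from 0.537 to 3.92 for G and from 0.336 to 1.14 for T. With Bonferroni correction over the 48 tests and a limit of 0.001, the odds ratio was significantly greater than 1 in 6 datasets for A, 2 for C, 7 for G and 1 for T. With the limit of 0.001 set on the listed P-values themselves, 8, 2, 7 and 1 datasets passed, which are the paper's counts. Such a limit can itself be one corrected for the number of tests, so these counts do not contradict the paper's correction. Counts of reads are not independent molecules, and the tests cover counting error only.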

Although mismatched bases are more common at −1 than at other transcribed positions, it should be noted that the majority of aligned reads do not start with a mismatch (Table S3). To test whether base mismatching of aligned reads could be influenced by reference sequence, sequence patterns were investigated among genomic regions flanking 5CN with high frequencies (>50%) of aligned reads with mismatched first bases (Fig. 4B). Among genomic regions in the vicinity of all 5CN, we observed significant over-representation of A-rich motifs at the 5CN (+1) and downstream positions. CA was the most significant over-represented motif at the −1 position. Different over-represented motifs were identified among genomic regions with high frequencies of aligned reads with mismatches at the -1 position. T, AA, TA and CA were identified as the most significant over-represented motifs among sequences with high frequencies of non-reference A, C, G and T at -1 positions, respectively.

### Genomic features in the vicinity of dominant 5′ capped nucleotides

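The position of each dominant nucleotide was compared with the spans of 5282 protein-coding genes of the RefSeq gene table for 3D7, since coding exons were not used here; a span takes in introns. Of the 26635 dominant nucleotides (5CN) of the strand-specific intervals, 13827 lay within a gene span on either strand, a share of 51.9% (Wilson 95% confidence interval 51.3% to 52.5%, counting error only). On the strand of the gene, the share was 39.1%. For comparison with the share on either strand, 58.7% of 100000 random positions lay within gene spans on either strand. The same held for 66.3% of the 8153934 positions with a read start in any library. No such comparison was made for the share on the strand of the gene. Among the 261 5CN with a single-experiment P-value under 0.05 in at least 3 of the 4 experiments of a stage, 163 lay within gene spans (62.5%), all on the strand of the gene.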

9,334 (52%) of the 5CN are located within *P*. *falciparum* protein-coding exons (Table S4). Given that eukaryotic TSS are typically located outside of protein-coding regions, many of the exonic 5CN may represent transcriptional noise unrelated to TSS. We hypothesized that epigenetic information could be used to classify TSS in a manner naïve to gene annotation. Eukaryotic core promoter regions possess a distinctive chromatin architecture, characterized by high occupancy of nucleosomes with variant histone H2AZ, and histone modifications including H3K9 acetylation and H3K4 trimethylation (Jiang & Pugh, 2009; Müller & Tora, 2014). We used published *P*. *falciparum* epigenetic data of H2A.Z, H3K9 acetylation and H3K4 trimethylation (Bártfai et al., 2010) and H2B.Z (Hoeijmakers et al., 2013) for unsupervised clustering of 5CN. H2B.Z is an apicomplexan-specific histone variant that colocalizes with H2A.Z (Hoeijmakers et al., 2013; Petter et al., 2013). The *P*-values from unimodal tests were below the threshold of significance (Silverman critical bandwidth test *P* = 0.01; Hall and York critical bandwidth test *P* < 2.2e^−^^16^; Ameijeiras-Alonso et al. excess mass test *P* < 2.2e^−^^16^; Cheng and Hall excess mass test *P* < 2.2e^−16^; Fisher and Marron Cramer-von Mises test *P* < 2.2e^−^^16^; Hartigan and Hartigan dip test *P* < 2.2e^−^^16^). Hence, we rejected the null hypothesis that the data are unimodal and conclude that more than one cluster exists. Two clusters of 5CN (C1, 6,450 positions; C2, 11,075 positions) were resolved by unsupervised clustering (Fig. S3; Table S4). Furthermore, the number of relevant clusters by the majority vote of clustering indices was two (Fig. S3). C1 5CN overlap genomic regions with locally high occupancies of H2AZ, H2BZ, H3K9 acetylation and H3K4 trimethylation chromatin marks across the IDC, whereas C2 5CN show low occpancies of these chromatin marks. (Fig. 5A). C1 5CN overlap high occupancies of other histone acetylation and methylation marks, with the notable exception of H3K4me1, which is elevated among C2 5CN (Fig. S4). C1 and C2 5CN are distinguished by other epigenetic features, including elevated nucleosome, PfGCN5 histone acetyltransferase and RNApolII occupancies for C1 (Fig. S5). A higher proportion of 5CN are located outside of protein-coding exons for C1 than C2 (Fig. 5B), and the average distance to the nearest accessible chromatin feature is less for C1 than C2 (Fig. 5C). Analysis of genomic sequence in the vicinity of 5CN showed different patterns of motifs among C1 and C2 (Fig. 5D). T-rich motifs are over-represented upstream of C1 5CN, whereas they are under-represented in the vicinity of C2. The most significant over-represented motifs at the −1 position are TA and CA for C1 and C2, respectively. Previous studies of transcript 5′ ends in *P*. *falciparum* highlighted patterns of genomic features similar to the C1 group, including elevated H2AZ, H3K9 acetylation and H3K4 trimethylation chromatin marks and high local A/T contents (Adjalley et al., 2016; Kensche et al., 2016; Chappell et al., 2020) Correspondingly, a greater proportion of 5CN in the C1 group than the C2 group are supported by data in the other studies (Fig. 5E; Table S4).

**Figure 5:**
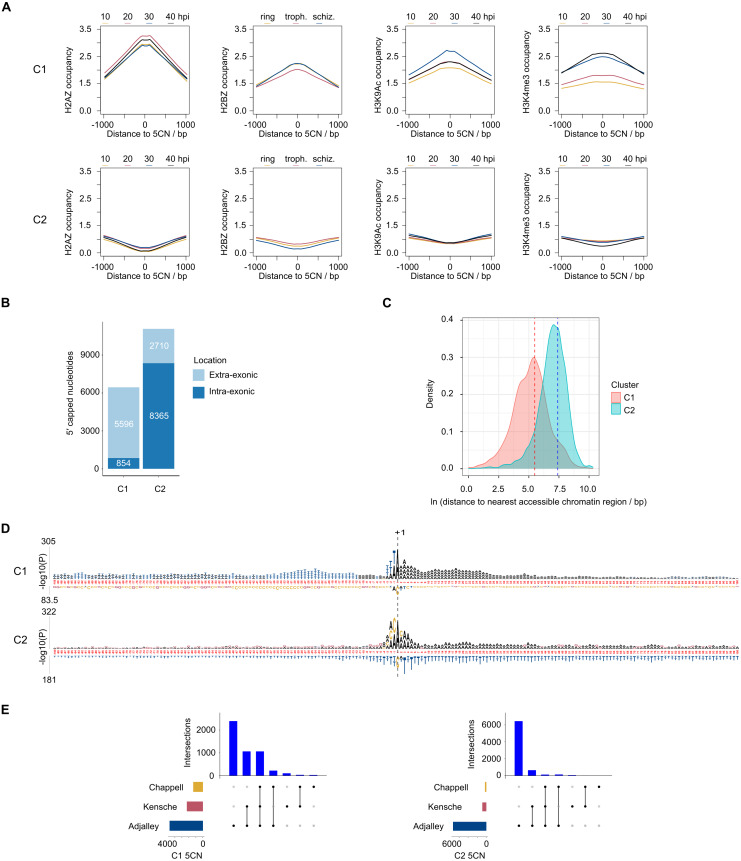
Clustering of *Plasmodium falciparum* 5′ capped nucleotides by genomic features. Genomic features were analyzed for dominant 5′ capped nucleotides (5CN) annotated from 5′ cap enriched transcriptomic data. Two clusters of 17,525 5CN (C1 and C2) were resolved by unsupervised clustering (Fig. S3) using chromatin-immunoprecipitation sequencing (ChIP-seq) data of H2AZ, H2BZ, H3K9ac and H3K4me3 occupancies (Bártfai et al., 2010; Hoeijmakers et al., 2013). (A) Epigenetic marks in the vicinity of 5CN. Score matrices were constructed from ChIP-seq data for each 5CN in the genome and 1,000 bp flanks, and plots of average scores for cluster C1 (top) and C2 (bottom) made using the genomation package (Akalin et al., 2015) in R. Data from different stages of the intra-erythrocytic development cycle were plotted on the same axes for each type of chromatin feature shown. Numbering on the *y*-axes refers to average normalized occupancies. (B) Compositions of cluster C1 and C2 5CN with respect to annotated protein-coding exons. (C) Distributions of 5CN distance to nearest accessible chromatin region (annotated peak signal from Assay for Transposase-Accessible Chromatin sequencing data (Toenhake et al., 2018; Ruiz et al., 2018; Yin et al., 2020) are shown by kernel density plot fitted to natural log of distance (bp). The mean distance is shown by the dashed line for each distribution (C1, 243 bp; C2, 1,641 bp).(D) Position-specific patterns of 1–4 nt k-mers in the vicinity of 5CN identified by kpLogo (Wu & Bartel, 2017) using 17,961 random genomic sequences as background. The height of each k-mer symbol represents the –log_10_*P-* value from statistical testing. Over-represented k-mers are shown above the number line and under-represented below. Bases in the number line highlighted in red indicate positions with Bonferroni-corrected significant k-mers.(E) Intersection of 5CN with 5′ capped nucleotide enrichment data from independent studies. Intersection of 5CN with 5′ cap nucleotide enrichment data from 5′ cap sequencing (Adjalley et al., 2016), and SMART enrichment (Kensche et al., 2016; Chappell et al., 2020) was scored if read depth was two or greater. Intersections are shown by UpSetR plot (Conway, Lex & Gehlenborg, 2017), which is a matrix-based representation of set sizes and their intersections. Matrix rows represent the sets (5CN annotated from data in this study) and columns represent intersections of 5CN supported by data in other studies. Set sizes are shown by the horizontal bar plots on the left. All combinations of set intersections are shown by the matrix cell on the right, in which sets that are part of a given intersection are represented by black-filled circles. Sets that are not part of the intersection are shown as light gray circles. The sets considered in each intersection (black circles) are connected by vertical black lines to emphasize the column-based relationships. Bars above the matrix columns represent the number of 5CN in each intersection. Intersections of 5CN with other studies are shown separately for C1 (left) and C2 (right).

### Patterns of 5′ capped nucleotides among genes and associated transcripts

The transcriptomic surveys from data generated in this study and others (Adjalley et al., 2016; Kensche et al., 2016; Chappell et al., 2020) provide comprehensive information of transcript 5′ capped ends. In order to annotate transcripts, data of complete (end-to-end) transcript structures are required, which can be difficult to obtain from short-read cDNA data owing to breaks in coverage at highly AT-rich or unmappable regions of the *P*. *falciparum* genome (Chappell et al., 2020). To our knowledge, the largest available dataset of complete transcript structures was obtained by Nanopore long-read direct RNA sequencing (Lee et al., 2021). In direct RNA sequencing, the transcript is sequenced from the 3′ end. However, the 5′ cap modification cannot be identified from the data as a variant base call, and it is therefore not possible to determine if the transcript sequence is complete (extends to the original transcript origin) or not. Transcripts inferred from direct RNA sequencing are often truncated because of RNA degradation, electronic noise generated during the sequencing process and low signals near to the 5′ end (Soneson et al., 2019; Workman et al., 2019). We created *P*. *falciparum* transcript annotations by FLAIR analysis of the direct RNA sequencing data (Data S1). Full-length transcripts were identified from the correspondence of transcript 5′ end locations with 5CN from cDNA data (Table S5; Fig. 6). A total of 4,512 transcript 5′ ends (42%) corresponded with 5CN from one or more studies. The greatest number of transcripts annotated by FLAIR corresponded with 5CN from our data (2482), followed by 5CN from (Kensche et al., 2016; Adjalley et al., 2016; Chappell et al., 2020) with 1,720, 1,580, and 1,230 transcripts, respectively. Some transcript 5′ ends corresponded with 5CN from more than one study, but only 148 transcript 5′ ends corresponded with 5CN from all four studies (Fig. 6A). The majority of full-length transcripts overlap annotated genes/coding regions, with minorities of antisense and novel transcripts (Fig. 6B). Multiple full-length transcript isoforms with alternative 5′ ends are apparent for *P*. *falciparum* genes, including the PF3D7_1434200 (calmodulin) gene shown in Fig. 6C. 

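In the gene span of PF3D7_1434200 on the minus strand of chromosome 14 and the 1000 nt upstream of it, 3 clusters above threshold were found in ring, 5 in trophozoite and 3 in schizont. The strongest dominant nucleotide lay upstream of the gene span in each stage, at position 1369803 in ring (combined P-value of 0.0062), 1369997 in trophozoite (combined P-value of 0.000748) and 1370067 in schizont (combined P-value of 0.00272). These lay in clusters of nearly the same extent, from 1369719 to 1370280 in ring, 1369717 to 1370438 in trophozoite and 1369716 to 1370297 in schizont. In ring the nucleotide had 10, 4 and 4 enriched read starts in 3 experiments and none in the controls. In trophozoite it was listed in all 4 experiments, with 4964 enriched and 6411 unenriched read starts in HiSeq_method1 (ToNER P-value of 0.454) and 668 and 4 in HiSeq_method2 (ToNER P-value of 0.0102). In schizont it was listed in 2 experiments, and without HiSeq_method1, which had 149 enriched and 0 unenriched read starts, the P-value was 0.169. The choice of nucleotide depended on how P-values were combined: with Fisher's method on 1 − P, chosen after seeing the data, the strongest was the same in ring, was 1369083, inside the gene span, in trophozoite and was 1369847, upstream, in schizont. Whether the strongest nucleotide differs among stages was not tested.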

The 5′ ends of two full-length coding transcripts map to a transcription initiation region upstream of the calmodulin gene mapped previously by RNA-ligase mediated 5′ rapid amplification of cDNA ends (Polson & Blackman, 2005). The untranslated regions of *P*. *falciparum* gene transcripts can extend for several hundred bases beyond the terminal coding exons (Chappell et al., 2020), such that the transcripts can overlap coding exons of adjacent genes. 

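PF3D7_1214600 and PF3D7_1214500 lie next to each other on opposite strands of chromosome 12. The strongest dominant nucleotide of PF3D7_1214600, on the minus strand, lay upstream of the gene span at 614814 in trophozoite (combined P-value of 0.00407) and 614787 in schizont (combined P-value of 0.0132), and inside the span at 613828 in ring (combined P-value of 0.0297). That of PF3D7_1214500, on the plus strand, lay inside the span at 612397 in ring (combined P-value of 0.0401) and 612167 in trophozoite (combined P-value of 0.00577), and upstream at 611622 in schizont (combined P-value of 0.0197). Of these 6 nucleotides, 5 had a read start in a single experiment of the stage, with 4 to 51 enriched read starts and 0 in the control. The exception was the trophozoite nucleotide at 614814, which had 21, 4 and 23 enriched read starts in 3 experiments and 0 in each control. With Fisher's method on 1 − P, the strongest nucleotide was another in 2 of the 6 cases, 614876 for PF3D7_1214600 in trophozoite and 612331 for PF3D7_1214500 in ring, on the same side of the start of the span.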

In the example shown in Fig. 6D, the 3′ untranslated region of a full-length coding transcript for the PF3D7_1214600 gene overlaps, and is antisense to the adjacent PF3D7_1214500 gene. Although the *P*. *falciparum* genome is gene-dense with median intergenic distance less than 2 kb (Russell et al., 2013), novel full-length transcripts not overlapping coding exons are present. In the example shown in Fig. 6E, a novel transcript initiates near to a full-length coding transcript of the PF3D7_0419600 gene on the opposite strand.

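The strongest dominant nucleotides of PF3D7_0419600 lay inside the gene span on the plus strand of chromosome 4, at 871550 in ring, 871373 in trophozoite and 871448 in schizont, in clusters that began between 871029 and 871090 and ended between 871832 and 871897. The combined P-values were 1.32e-05, 0.000675 and 0.000313. In ring, P was under 0.05 in 3 experiments, with 422 enriched and 0 unenriched read starts in HiSeq_method2, 102 and 5 in MiSeq_method1 and 12 and 0 in MiSeq_method2, while HiSeq_method1 had 1253 enriched and 4838 unenriched read starts (ToNER P-value of 0.699). The ring value depended on how P-values were combined: Fisher's method gave a tag count of 75602, and the complement of Fisher's method on 1 − P, chosen after seeing the data, gave a combined P of 0.0348 and a tag count of 29. With that form the strongest nucleotides were 870759 in ring and 871312 in schizont, both inside the gene span, and the same one in trophozoite.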

**Figure 6:**
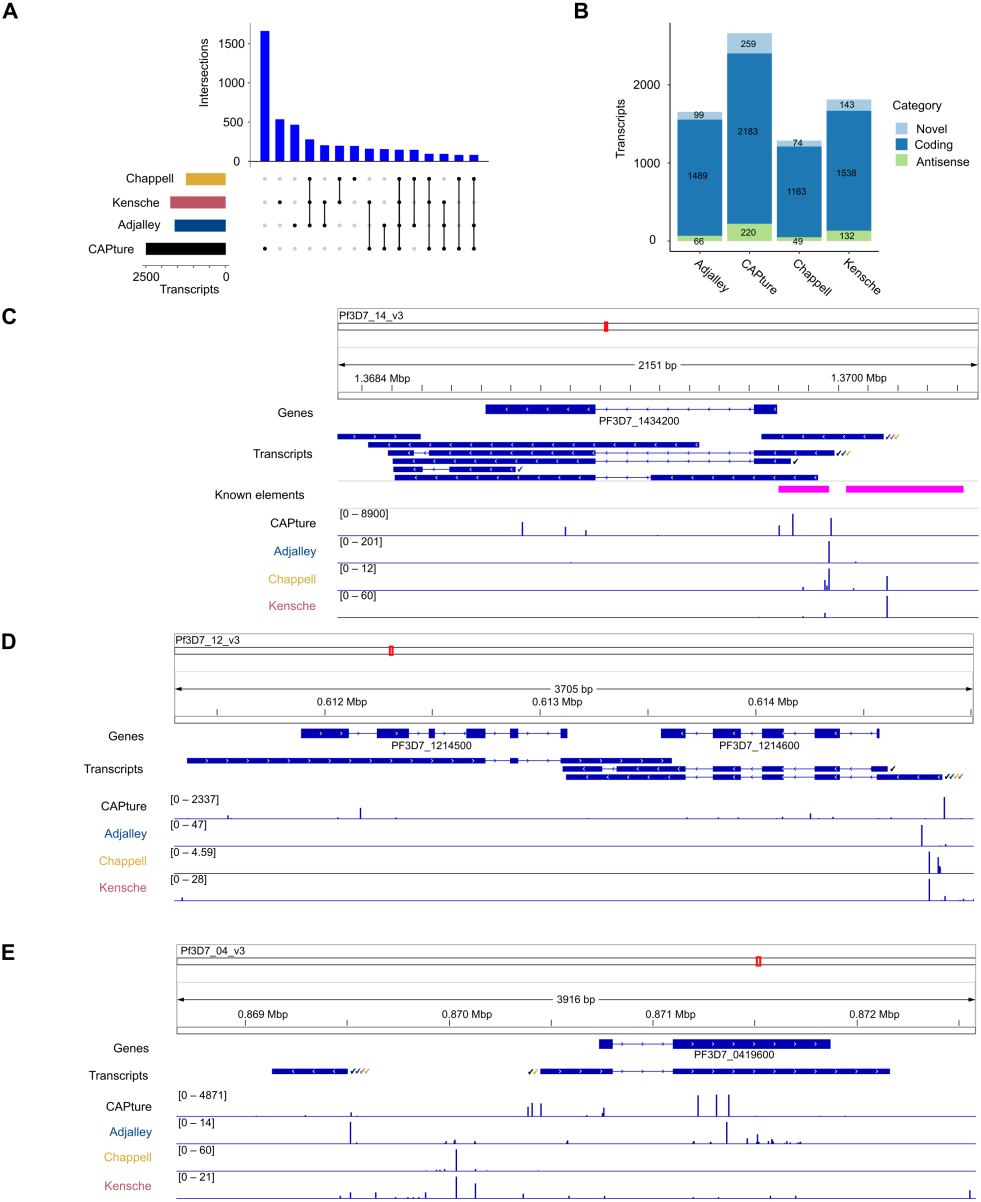
Annotation of 5′ capped transcripts in *Plasmodium falciparum*. *P. falciparum* transcripts were annotated from FLAIR analysis (Tang et al., 2020a) of direct RNA sequencing data (Lee et al., 2021). 5′ capped transcripts were identified by the overlap of 5′ end nucleotide position with 5′ capped nucleotide enrichment data. (A) Intersection of transcript 5′ ends with 5′ capped nucleotide enrichment data from independent studies. Intersections of transcript 5′ ends are shown with data from this study (labeled CAPture), 5′ cap sequencing ((Adjalley et al., 2016), labeled Adjalley), and SMART enrichment ((Kensche et al., 2016), labeled Kensche; (Chappell et al., 2020), labeled Chappell). Intersections are shown by UpSetR plot (Conway, Lex & Gehlenborg, 2017), which is a matrix-based representation of set sizes and their intersections. Matrix rows represent the sets (transcripts) and columns represent intersections of transcript 5′ ends with 5′ cap nucleotide positions annotated from each study. Set sizes are shown by the horizontal bar plots on the left. All combinations of set intersections are shown by the matrix cell on the right, in which sets that are part of a given intersection are represented by black-filled circles. Sets that are not part of the intersection are shown as light gray circles. The sets considered in each intersection (black circles) are connected by vertical black lines to emphasize the column-based relationships. Bars above the matrix columns represent the number of transcripts in each intersection.(B) Categories of 5′ capped transcripts supported by 5′ capped nucleotide enrichment data from different studies. The numbers of transcripts in each category (coding, antisense, and novel) are indicated by stacked barplots for each 5′ capped nucleotide enrichment study. Parts C –E show examples of 5′ capped transcripts in genomic context. Figures were generated using IGV software (Robinson et al., 2011). Annotated genes, including the boundaries of coding exons (blue bars) and introns (blue lines) are shown in the Genes tracks. Transcripts annotated by FLAIR are shown in the Transcripts tracks. The signals of dominant 5′ capped nucleotides from full-length cDNA enrichment studies are indicated in the tracks labeled CAPture (this study), Adjalley (5′ cap sequencing reported by (Adjalley et al., 2016), Chappell (5UTR-seq reported by (Chappell et al., 2020) and Kensche (SMART enrichment reported by (Kensche et al., 2016)). The 5′ capped nucleotide signals are shown as values of tpm.dominant_ctss reported by combined CAGEr (Haberle et al., 2015) analysis of data across intraerythrocytic stages of *P*. *falciparum* development with the range values in the interval shown indicated in the bracket in each track. Full-length transcripts with 5′ ends that correspond to dominant 5′ capped nucleotides are indicated by tick marks next to the transcript, which are colored according to which full-length cDNA enrichment study is in agreement (CAPture, black; Adjalley, blue; Chappell, yellow; Kensche, red). (C) PF3D7_1434200 (calmodulin) gene region. Known elements are indicated by magenta boxes, including 5′ ends mapped by 5′ rapid amplification of cDNA ends (5′-RACE) (Polson & Blackman, 2005) from the most proximal to the most distal and upstream promoter/enhancer element mapped by reporter gene analysis (Crabb & Cowman, 1996). (D) Example of antisense transcripts for the PF3D7_1214500 gene, which are also coding transcripts for the adjacent PF3D7_1214600 gene. (E) Example of a novel transcript upstream of the PF3D7_0419600 gene.

## Discussion

Accurate annotation of eukaryotic genes, in particular those of less well-characterized organisms such as *P*. *falciparum,* requires detailed transcript information. A major challenge for transcript annotation is identifying 5′ ends because truncated RNA or cDNA sequences are common experimental artifacts in transcriptomic data. Previous transcriptomic studies of *P*. *falciparum* employing methods for enrichment of full-length cDNA were not comprehensive as transcript 5′ ends could not be detected for some genes known to be expressed in the IDC (Adjalley et al., 2016; Kensche et al., 2016; Chappell et al., 2020). To provide a more complete catalog of transcript 5′ ends in *P*. *falciparum*, we developed a novel method to complement the available data. In our method, full-length cDNA is enriched using 5′ cap binding protein eIF4E (Edery et al., 1995). Instead of eIF4E protein, other agents with selective 5′ cap binding affinity can be used for enriching 5′ capped RNA (Bhardwaj et al., 2019). To separate enriched 5′ end signals from noise, the unenriched background within the body of each transcript can be modeled from local windows assumed to represent the same transcript (Bhardwaj et al., 2019). This data analysis method though is not likely to be effective in organisms such as *P*. *falciparum* with gene-dense genomes, in which multiple overlapping transcripts of varying abundance can arise from the same genomic region (Van Lin et al., 2001). In our method, the unenriched cDNA is sequenced in parallel as a control, which allows for statistical modeling of enrichment at the nucleotide level. Moreover, the power to detect 5′ end signals can be increased by combining enrichment *P*-values from replicate experiments as shown using spike-in RNA (Fig. 2). Although performance is increased with more replicates, the accuracy of the method is limited by the low efficiency of biochemical enrichment of full-length cDNA, as the eIF4E protein used for enrichment has micromolar affinity for the mRNA 5′ cap (Shaw et al., 2007).

The processes of adding sequencing adapter in oligo-capping and SMART are integral to the process of enrichment for full-length cDNA. Therefore, it is not possible to obtain a matching unenriched cDNA control for statistical modelling with these methods. We employed two different protocols for adding sequencing adapter to cDNA ends which retain transcript 5′ terminal nucleotides and can be used with unenriched and full-length enriched cDNA. However, the short homopolymer tail at the beginning of read1 from method1 libraries can be problematic for some NGS platforms. We circumvented the problem of low diversity caused by the homopolymer tail for method1 libraries by sequencing in one lane of a flow cell shared with more diverse libraries in other lanes (HiSeq platform) or using a custom dark-cycle sequencing recipe (MiSeq platform). The observed lower frequency of C for the first base of method1 HiSeq libraries compared with downstream bases (Fig. S1) is a consequence of the bioinformatic trimming of the homopolymer tail appended to the cDNA end. If the tail is not trimmed, read alignment accuracy could be affected because of mismatches to the reference. The observed lower frequency of G for the first base of method2 libraries compared with downstream bases (Figs. S1 and S2) is consistent with the reported Circligase ligation bias (Kwok et al., 2013) against the complementary C ligation acceptor on first-strand cDNA in method2. The different 5′ end biases for method1 and method2 could limit detection of certain 5′ capped nucleotides, although if both protocols are used they can complement each other (Fig. 2).

A bimodal distribution of transcript 5′ end signal was observed from our data, suggesting the presence of sharp and broad 5′ end signals in *P*. *falciparum*. Sharp and broad 5′ end signals were also described in other *P*. *falciparum* studies (Chappell et al., 2020; Adjalley et al., 2016), although the width distribution inferred from the data depends on the noise filtering and clustering parameters employed. Locally high A contents were observed at 5CN (Fig. 4A), in agreement with the patterns of *P*. *falciparum* transcript 5′ ends described in other studies (Chappell et al., 2020; Adjalley et al., 2016; Kensche et al., 2016). Aligned reads starting with mismatched bases are significantly more prevalent at the -1 position in our data than other transcribed regions (Fig. 4B). Because of the locally biased base content in the vicinity of 5CN, reads with mismatched T or A may arise from technical errors in these regions, *e.g.*, template slippage during reverse-transcription, PCR, or sequencing by synthesis reactions. For -1 positions with high frequencies of reads starting with mismatched G, the over-represented TA motif suggests a biological reason, most likely the cap signature of reverse-transcribed 5′ cap m^7^G.

Two groups of 5CN in *P*. *falciparum* (C1 and C2) were identified by unsupervised clustering of our data. Although determining the mechanisms that generate the different types of 5CN is beyond the scope of the present study, the genomic contexts of 5CN provide clues as to their origins. C1 likely represents TSS since they overlap genomic regions with high local occupancies of H2AZ, H3K9Ac and H3K4me3 histone modifications (Fig. 5A, Figs. S4, S5) that are strongly associated with transcription initiation in other eukaryotes (Müller & Tora, 2014). Other evidence to support the conclusion that C1 represents TSS includes the following epigenetic patterns consistent with TSS in other eukaryotes: (i) elevated occupancies of other histone acetylation marks (H3K14Ac, H3K18Ac, H3K27Ac; Fig. S4) that are associated with eukaryotic transcriptional activation (Zhao & Garcia, 2015), (ii) patterns of elevated occupancy of H3K4me2, but reduced occupancy of H3K4me1 (Fig. S4) and reduced occupancy of H3 (Fig. S5) that are associated with TSS (Koch et al., 2007), (iii) elevated nucleosome and RNApolII occupancies (Fig. S5) that are associated with TSS (Zhao et al., 2011), and (iv) elevated occupancy of PfGCN5 (Fig. S5), the *P*. *falciparum* homolog of GCN5 protein (Bhowmick et al., 2020), which is a component of the SAGA transcription coactivator complex that acetylates histones at core promoters and enhancers (Cheon et al., 2020). Furthermore, C1 nucleotides are located mostly outside of protein-coding exons (Fig. 5B) and are closer to accessible chromatin (Fig. 5C) where transcription is more likely to initiate. The TA over-represented motif at the -1 position for the C1 group (Fig. 5D) is consistent with a eukaryotic transcription initiation motif (Müller & Tora, 2014), and the upstream T-rich and downstream A-rich motifs are consistent with eukaryotic TSS locator motifs (Lubliner, Keren & Segal, 2013).

The C2 group of 5CN lacks epigenetic features of TSS (Fig. 5A). C2 nucleotides are also more prevalent in coding regions (Fig. 5B) and are further away from accessible chromatin (Fig. 5C) where transcription is less likely to initiate. C2 nucleotides are less well supported by other methods (Fig. 5E; Table S4) and many could therefore represent technical noise. However, the significant over-representation of sequence motifs including CA at the -1 position (Fig. 5D) is indicative of a biological phenomenon that requires further investigation. C2 nucleotides show elevated occupancy of H3K4me1 (Fig. S4), which is elevated distal to TSS in eukaryotes (Koch et al., 2007; Zhao et al., 2011). High occupancy of H3K4me1 is observed at the start sites of enhancer RNAs (eRNAs) in eukaryotes, which represent a class of generally low-abundance non-coding RNA; C2 nucleotides are however unlikely to represent eRNA start sites, as they generally do not overlap genomic regions associated with accessible chromatin and the H3K27Ac chromatin mark characteristic of eRNA start sites (Lewis, Li & Franco, 2019). Rather than TSS or 5′ ends of eRNAs, C2 could represent transcript 5′ ends generated post-transcriptionally by co-translational cleavage and cytoplasmic recapping (Trotman & Schoenberg, 2019). This is speculative though since it is not known if mRNA capping occurs post-transcriptionally in the *P*. *falciparum* cytoplasm. However, co-translational cleavage could occur as truncated transcript isoforms are evident in *P*. *falciparum* polysomal fractions (Bunnik et al., 2013).

The 5′ ends of 4,512 transcripts annotated from direct RNA sequencing corresponded to 5CN from cDNA data, suggesting that these transcripts are 5′ capped. However, the lack of corroborative cDNA data for the majority of transcripts from direct RNA sequencing suggests that they are truncated. It should be noted though that relatively few annotated transcript 5′ ends correspond to 5CN from more than one study (Fig. 6A), suggesting that verification of transcript 5′ capped ends from short-read cDNA sequencing data is challenging, perhaps because of dynamic usage of transcript initiation sites during development (Adjalley et al., 2016; Chappell et al., 2020), different 5′ end biases among full-length cDNA enrichment methods (see above), stochastic variation in TSS usage (Xu, Park & Zhang, 2019), and the difficulty in aligning short cDNA reads to extremely AT-rich regions in the *P*. *falciparum* genome (Chappell et al., 2020). Although the majority of *P*. *falciparum* transcripts overlap coding regions (Fig. 6B), many transcripts with alternative 5′ capped ends partially overlap the annotated open reading frame (Fig. 6C, Fig. 6D). These alternative transcripts could possess functions for production of N-terminal truncated protein isoforms, or regulatory non-coding RNA (Trotman & Schoenberg, 2019). On the other hand, transcripts with alternative 5′ capped ends could represent RNA decay intermediates (Arribere & Gilbert, 2013).

## Conclusions

A new transcriptomic approach for identifying mRNA 5′ capped nucleotides was developed to comprehensively annotate *P*. *falciparum* 5′ capped transcripts expressed in intraerythrocytic stages of the life cycle. Two groups of 5CN were annotated from data generated using the new method with distinctive epigenetic and genomic sequence patterns. The correspondence of 5CN with transcript 5′ ends inferred from direct RNA sequencing revealed patterns of 5′ capped transcripts, including the widespread occurrence of transcripts with alternative 5′ ends that partially overlap gene coding regions.

## Supplemental Information

10.7717/peerj.11983/supp-1 Supplemental Information 1 Base composition plots of read1 from libraries sequenced using the HiSeq platform Plots of average base composition (A, green; T, red; C, blue, G, black) at different positions of read1 were generated using FastQC (Andrews, 2010). The .fastq raw files were preprocessed with Cutadapt 1.18 (Martin, 2011) to remove the homopolymer tail added to cDNA for adapter ligation .
Andrews S. 2010. FastQC: a quality control tool for high throughput sequence data. Available at http://www.bioinformatics.babraham.ac.uk/projects/fastqc (accessed on 6 May 2021) Click here for additional data file.

10.7717/peerj.11983/supp-2 Supplemental Information 2 Base composition plots of read1 from libraries sequenced using the MiSeq platform Plots of average base composition (A, green; T, red; C, blue, G, black) at different positions of read1 were generated from raw .fastq files using FastQC (Andrews, 2010).
Andrews S. 2010. FastQC: a quality control tool for high throughput sequence data. Available at http://www.bioinformatics.babraham.ac.uk/projects/fastqc (accessed on 6 May 2021) Click here for additional data file.

10.7717/peerj.11983/supp-3 Supplemental Information 3 Unsupervised clustering of dominant 5′ capped nucleotides (A) Plot of PC1, PC2, PC3 scores for 17,525 dominant 5′ capped nucleotides clustered using Cross Entropy Clustering (blue = C1 cluster, red = C2 cluster). Plot was generated using the plot3D package in R (Soetaert, 2019) .
(B) Determination of relevant clusters using NbClust (Charrad et al., 2014). Cluster validity was assessed by 27 indices as shown in the bar graph.
Soetaert K. 2019. plot3D: plotting multi-dimensional data. Available at https://CRAN.R-project.org/package=plot3D(accessed on 6 May 2021) Click here for additional data file.

10.7717/peerj.11983/supp-4 Supplemental Information 4 Methylation and acetylation histone marks in the vicinity of dominant 5′ capped nucleotides Score matrices were constructed of normalized occupancies of histone modification marks calculated from chromatin immunoprecipitation sequencing (ChIP-seq) data for 17,525 dominant 5′ capped nucleotides in *Plasmodium falciparum* and 1,000 bp genomic flanks. Plots of average scores for regions in the vicinity of cluster C1 and C2 nucleotides were made using the genomation package (Akalin et al., 2015) in R. To mitigate the effect of extreme values, the top and bottom 5% of scores were clipped using the winsorize function. Data from different stages of the intra-erythrocytic development cycle were plotted on the same axes for each type of histone modification shown. Numbering on the *x*-axes refers to distance (bp) upstream or downstream of 5′ capped nucleotide reference position. Numbering on the y-axes refers to average normalized occupancy. Patterns of histone methylation marks are shown in parts A–D and acetylation marks are shown in parts E–H.
(A) H3K4me1 methylation mark from ChIP-seq data reported in (Tang et al., 2020a).
(B) H3K4me1 methylation mark from ChIP-seq data reported in (Karmodiya et al., 2015).
(C) H3K4me2 methylation mark from ChIP-seq data reported in (Karmodiya et al., 2015).
(D) H3K4me3 methylation mark from ChIP-seq data reported in (Karmodiya et al., 2015).
(E) H3K9 acetylation mark from ChIP-seq data reported in (Karmodiya et al., 2015).
(F) H3K14 acetylation mark from ChIP-seq data reported in (Karmodiya et al., 2015).
(G) H3K18 acetylation mark from ChIP-seq data reported in (Tang et al., 2020a).
(H) H3K27 acetylation mark from ChIP-seq data reported in (Tang et al., 2020a). Click here for additional data file.

10.7717/peerj.11983/supp-5 Supplemental Information 5 Miscellaneous epigenetic marks in the vicinity of dominant 5′ capped nucleotides Score matrices were constructed of normalized occupancies of epigenetic features calculated from epigenetic sequencing data for 17,525 dominant 5′ capped nucleotides in *Plasmodium falciparum* and 1000 bp genomic flanks. Plots of average scores for regions in the vicinity of cluster C1 and C2 nucleotides were made using the genomation package (Akalin et al., 2015) in R. To mitigate the effect of extreme values, the top and bottom 5% of scores were clipped using the winsorize function. Data from different stages of the intra-erythrocytic development cycle were plotted on the same axes for each type of feature shown. Numbering on the *x*-axes refers to the distance (bp) upstream or downstream of 5′ capped nucleotide reference position. Numbering on the *y*-axes refers to the average normalized occupancy.
(A) Nucleosome occupancies from micrococcal nuclease-digested chromatin sequencing data reported in (Kensche et al., 2016). Data are from timepoints hours post-infection (hpi).
(B) H2AZ histone occupancy from chromatin immunoprecipitation sequencing (ChIP-seq) data reported in (Tang et al., 2020a).
(C) H3 histone occupancy from ChIP-seq data reported in (Tang et al., 2020a).
(D) H3 histone occupancy from ChIP-seq data reported in (Karmodiya et al., 2015).
(E) *P. falciparum* GCN5 histone acetyltransferase occupancy from ChIP-seq data reported in (Bhowmick et al., 2020).
(F) RNA polymerase II (RNApolII) occupancy from ChIP-seq data reported in (Karmodiya et al., 2015).
(G) RNApolII occupancy from ChIP-seq data reported in (Lu et al., 2017). Click here for additional data file.

10.7717/peerj.11983/supp-6 Supplemental Information 6 Oligonucleotides Modification codes: 5′ phosphate (/5Phos/), 3′ three-carbon spacer (/3SpC3/). (XXXXXX) refers to Illumina Scriptseq sample index. Sample indices CGATGT, GATCAG, CAGATC, TTAGGC, GCCAAT and CTTGTA were used for library construction in our experiments. Click here for additional data file.

10.7717/peerj.11983/supp-7 Supplemental Information 7 Read alignment summary statistics Paired-end data from transcriptomic libraries sequenced on Illumina HiSeq and MiSeq platforms were pre-processed and aligned to the combined *Plasmodium falciparum* 3D7 v3.2/SIRVomeERCCome (Lexogen) reference genome using HISAT2 (Kim et al., 2019), in the spliced mode guided by the *P. falciparum* / SIRVomeERCCome genome annotation with maximum intron length limited to 5000 bp and other settings as default. Alignment (.bam) files from multiple HiSeq runs of the same library were merged with SAMtools (Li et al., 2009). Summary statistics were generated from alignment files after removal of read2 using SAMtools. Click here for additional data file.

10.7717/peerj.11983/supp-8 Supplemental Information 8 Mismatched base analysis of -1 positions Counts of aligned reads with mismatches to the reference on the first position of the read were made for 12 experimental datasets. Datasets from HiSeq sequencing are shown in Table S3a and MiSeq sequencing in Table S3b. The sum of reads with the same type of mismatched base was made for genomic positions one base upstream of 17,961 dominant 5′ capped nucleotides (”-1” position in reference), and the second group other reference positions. Odds ratio and *P*-values were calculated from Fisher’s exact test. Bonferroni-corrected significant *P*-values are highlighted in yellow. Click here for additional data file.

10.7717/peerj.11983/supp-9 Supplemental Information 9 5′ capped nucleotides in *Plasmodium falciparum* *P*-values of 5′ capped nucleotide enrichment were determined from 12 transcriptomic experiments. Combined *P*-values were determined by Fisher’s method for replicate experiments on the same stage of *P. falciparum* development (ring, trophozoite and schizont; 4 replicates each). Combined *P*-values were transformed to integers and used as input to CAGEr (Haberle et al., 2015) for clustering of nucleotide signals. The outputs from CAGEr are shown as separate tables for ring (S4a), trophozoite (S4b) and schizont (S4c) samples. The outputs were filtered to remove clusters with signals below the significance threshold (tpm ≤ 32). Clusters reported by CAGEr were merged into 17,961 non-overlapping intervals and the dominant_ctss position with the highest count across all three sampled stages was selected as the representative dominant 5′ capped nucleotide for the interval. Merged interval data are shown in S4d. The highest nucleotide count of all CAGEr signals is shown in column 3 (tpm.dominant_ctss). Column 5 (CEC_cluster) is cluster assigned by unsupervised clustering (C1, C2 or not assigned [NA]) using epigenetic data. Column 6 (location) is genomic location with respect to annotated exons (intra or extra-exonic). Columns 7 –9 show mapped read counts at 5′ capped nucleotide position (column 2) from other studies of 5′ capped nucleotides. Counts are from combined data from all experiments in each study: Adjalley (5′ cap sequencing reported by (Adjalley et al., 2016)), Chappell (5UTR-seq reported by (Chappell et al., 2020) and Kensche (SMART enrichment reported by (Kensche et al., 2016). Click here for additional data file.

10.7717/peerj.11983/supp-10 Supplemental Information 10 Full-length 5′ capped transcripts in *Plasmodium falciparum* Transcripts were annotated by FLAIR analysis (Tang et al., 2020b) of direct RNA sequencing data (Lee et al., 2021). Transcripts were classified as 5′ capped if the start position was 20 nt or closer to a dominant 5′ capped nucleotide annotated from full-length enriched cDNA data from one or more studies. Full-length enriched cDNA studies included: CAPture (this study); Adjalley (5′ cap sequencing reported by (Adjalley et al., 2016)), Chappell (5UTR-seq reported by (Chappell et al., 2020) and Kensche (SMART enrichment reported by (Kensche et al., 2016). Correspondence of transcript 5′ end with dominant 5′ capped nucleotide from full-length enriched cDNA data are recorded in Columns 9 –12 (1 = match, 0= no match). FLAIR transcript names are given in Column 3 (”transcript”). For full transcript annotation, see data S1. 5′ capped transcripts were classified according to available gene annotations (1 = match, 0= no match) as coding if they overlapped one or more annotated exons, antisense if they overlapped one or more annotated exons on the opposite strand and novel if they did not overlap any annotated exons. Click here for additional data file.

10.7717/peerj.11983/supp-11 Supplemental Information 11 *Plasmodium falciparum* transcript annotation data Transcripts were annotated from FLAIR analysis (Tang et al., 2020b) of direct RNA sequencing data (Lee et al., 2021). Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

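The data were 24 libraries of first-strand cDNA from *P. falciparum* K1 parasites, in 12 experiments of 3 stages (ring, trophozoite and schizont), 2 sequencing platforms (HiSeq and MiSeq) and 2 adapter ligation methods. Each experiment paired a library enriched for the 5′ cap by eIF4E with an unenriched control of the same cDNA. The 4 experiments of a stage were its replicates. The hours after sorbitol treatment and the amounts of protein and beads differ between the paper and the sample labels for the MiSeq experiments and not for the HiSeq experiments; the stages were taken from the paper.

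The authors deposited, for each experiment, the number of read starts in the enriched and the unenriched library at each strand and position, which are raw counts. They made them by trimming homopolymer tails from the HiSeq method1 reads with Cutadapt, removing adapters and low-quality reads with fastp, and aligning with HISAT2 in spliced mode to the 3D7 genome joined with the spike-in contig. The totals include secondary alignments. The bases at the start of MiSeq method1 reads were not recorded, and those reads were not trimmed of tails. The authors also deposited the enrichment ratio, computed by ToNER from the counts with 1 pseudo-read added to each, multiplied by a factor that is the same for every position of a file, and the P-value of each position, which ToNER takes from a normal distribution fitted to the ratio after Box–Cox transformation. These P-values and the values combined from them rank a position against the other positions of an experiment under that model, and are not tests between replicate libraries. The ToNER version is not given in the sources used here. The authors' combined values over experiments were not used here. Because the ratio of a position with no control read start grows with the enriched count alone, a low P-value can arise where the control library covers few positions.

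From these values, P-values were combined over the 4 experiments of a stage by Fisher's method, over the experiments that list a position. The reciprocal of the combined P-value, rounded and limited to 10000000, was the tag count. Tags on the same strand within 20 nt were joined into clusters, and clusters with a tag sum above 32 were kept. The interquantile width runs from the 0.1 to the 0.9 quantile of tags. Clusters of the 3 stages within 100 bp of each other on the same strand were merged, and the nucleotide with the highest tag count in an interval was its 5CN. CAGEr itself was not run; the same rules were written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

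Gene names and spans came from the RefSeq gene table of the 3D7 assembly, which gives no strand and no exons. No coordinate of that table is given. Its spans and the deposited positions were checked for a common frame: on 14 of 14 chromosomes, the spans as given held a larger share of the covered positions than the same spans moved by 2000 to 10000 nt. Each gene was given the strand that held most of its read starts, which 5225 of 5282 genes had, and 571 of 592 genes listed on 1 strand in the part of Table S5 used here (its first 1999 entries) had the same strand. Where the paper speaks of coding exons, gene spans with introns were used. Base composition, the first base of reads and the detection of known spike-in ends were planned and not analysed here, since no genome sequence and no table of known ends was used.

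Expression was compared with Pearson's r over gene spans, with sense read starts of the unenriched libraries per span length, scaled as for TPM, after log10 with a pseudocount of 1; the difference between same-stage and different-stage pairs was tested by a one-sided exact permutation of stage labels. The paper used StringTie on the alignments for this purpose. The upstream share of read starts was compared between the libraries of an experiment by a two-sided exact sign-flip test. Read starts at single positions were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, experiment as a block) and DESeq2 1.42.0 in R 4.3.3, at positions with at least 100 read starts over the 8 libraries of a stage, with Benjamini-Hochberg adjustment at 0.05. The block was used because both libraries of an experiment come from the same cDNA: in 12 of 12 experiments, the deviations of the paired libraries from their group means correlated over positions, with r from 0.126 to 0.661. The clustering, combination, permutation and count tests were tested on simulated data with known answers; of 500 planted clusters, 500 had the right start, end, tag sum, dominant position and width.

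Read starts per library ranged from 28751030 to 122462929 on HiSeq and from 1400243 to 5634384 on MiSeq. Intervals given for shares are Wilson 95% intervals and cover counting error only, since reads carry no molecular identifiers. Alternatives to each choice (threshold, distance, combination of P-values, merging, platform, leaving out each experiment, normalization, count minimum and window) were set before the data were examined, with some exceptions. Fisher's method on 1 − P and its use together with merging that ignores strand were chosen after seeing the data. So were windows of 1 kb in place of genes and the organelle share with positions counted once. The genes named are those the paper names in Figs. 2A and 6, given by the strongest dominant nucleotide of each stage within the gene span or 1000 nt upstream, and, for each stage, the 3 dominant nucleotides with the lowest combined P-value among those with P under 0.05 in all 4 experiments; the rule was set before the data were examined, and the paper's own tables had been seen. Nucleotides chosen by P-value are given with the gene that holds them or the nearest downstream on the same strand within 2000 nt.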

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

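In this part, the tests of carry-over from the spiked libraries of the same adapter method and of the amount of spike-in RNA were chosen before their results were seen, and the tests of carry-over from all 8 spiked libraries and its upper bound, of the number of positions, of positions counted once, of the adapter ligation method, of the platforms and of the collection times were chosen only after the result was seen. Of 30 groups of 4 experiments examined for a value far from the others, 4 had such a value, where 1.5 would be expected by chance.

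Read starts were found on the spike-in contig in the HiSeq schizont libraries, although the paper states that schizont mRNA was reverse-transcribed with no spike-in RNA added, and does not report this contig for schizonts. There were 76588 enriched and 49500 unenriched read starts with method1, and 95245 and 173149 with method2; the 6 MiSeq experiments had 0 or 1 read starts there in each library. Carry-over of reads from the spiked libraries would place the read starts at positions that the spiked libraries also cover. Of the schizont read starts, 22.3% (method1 enriched), 23.3% (method1 unenriched) and 34.7% (method2 enriched) lay at positions without a read start in the spiked libraries of the same method and kind, and 9.80%, 10.1% and 13.5% at positions without a read start in any of the 8 spiked HiSeq libraries, which held 1703389 read starts on the contig together. These shares argue against carry-over as the whole source in those 3 libraries. Correlations over positions with the summed spiked libraries of the method were mixed. They were above those between the spiked libraries for method1 enriched (0.048 against 0.025) and method2 enriched (-0.070 against -0.230). For method1 unenriched the correlation was lower (0.032 against 0.070). Spiked ring and trophozoite libraries of these kinds had 24.0% to 52.7% of read starts at positions absent from each other. In the unenriched method2 library, 0.118% lay at positions without a read start in any of the 8 spiked libraries. Its profile correlated with the summed spiked libraries of the method with r = 0.192 over positions (-0.159 with ring and 0.198 with trophozoite alone). Between the spiked libraries r was 0.115. However, the 20 largest positions of the summed spiked libraries held 56.0% of their read starts and 3.87% of the schizont ones. From the 20 largest positions of each of the 8 spiked libraries, carry-over in proportion to their read starts could give at most 48.9% of the read starts of this library, in any mixture, so it is also argued against as the whole source there. Contamination before amplification was not tested. Spike-in RNA at the amount used for the other stages would give a share of read starts within the range of the spiked libraries: in the method2 libraries the shares were 0.272% enriched (spiked 0.120% to 0.428%) and 0.487% unenriched (spiked 0.157% to 0.645%), within the ranges. In the method1 libraries they were 0.154% (spiked 0.205% to 0.575%) and 0.113% (spiked 0.116% to 0.140%), below both spiked libraries, which with 2 libraries cannot be told apart from the spread of the shares. A candidate explanation, contrary to that statement, is that spike-in RNA was also present in the schizont cDNA; the values do not show how it would have come there. Stage is not an explanation for synthetic RNA, and no biological explanation was tested.

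The organelle share of read starts, on the mitochondrial and apicoplast contigs together, changed with enrichment in opposite directions on the platforms. The log2 of the enriched over the unenriched share was 1.16 ± 0.96 on HiSeq (SD, n = 6, above 0 in 6 of 6 experiments, exact sign-flip permutation p = 0.0312) and -1.12 ± 0.64 on MiSeq (SD, n = 6, below 0 in 6 of 6, exact p = 0.0312), a difference of 2.28 (exact permutation p = 0.00216 over 462 partitions, the smallest p these can give). That no other partition gave as large a difference is consistent with a difference between the HiSeq and MiSeq preparations, among which the culture, the amounts of protein and beads, the enzymes and the sequencing change together and cannot be separated. With each position counted once the difference was 0.64 (p = 0.0909, same exact test), and 3 of 6 HiSeq and 5 of 6 MiSeq experiments kept the sign, so a few positions with many read starts may carry much of it. For rings, collection is given as 0 h after sorbitol on both platforms. The log2 ratio was 1.16 and 2.38 on HiSeq and -0.51 and -0.45 on MiSeq, a difference of means of 2.25. This argues against collection time as the cause in rings. With 2 experiments on each platform no exact test can pass 0.05, and with positions counted once the difference was 0.34. Parasite age itself was not measured, and cultures collected at the same time can differ in it. For trophozoites and schizonts the labels give 12 and 24 h on HiSeq and 20 and 40 h on MiSeq, and the difference of means was 2.30. Collection time and platform change together there, so collection time stays open for those stages.

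In 3 libraries the organelle share stood far above that of the other experiments of the stage. It was 0.492% of the unenriched read starts of ring MiSeq_method2 (others 0.00298% to 0.0833%), 0.942% of the enriched read starts of trophozoite HiSeq_method2 (others 0.0197% to 0.105%) and 0.676% of the enriched read starts of schizont HiSeq_method2 (others 0.0365% to 0.124%). Counted once per position, the shares were 0.207% (others 0.019% to 0.265%), 0.281% (others 0.025% to 0.085%) and 0.253% (others 0.053% to 0.165%). They no longer stood apart by the same criterion, so a few positions with many read starts may account for part of them. The trophozoite and schizont shares were still the highest among the enriched libraries of their stage. All 3 libraries were made by method2. On HiSeq, the organelle share with method2 exceeded that with method1 in 6 of 6 comparisons by at least 6.59-fold, whereas on MiSeq it did so in 2 of 6, with a lowest ratio of 0.188, which argues against the ligation method as a cause on both platforms alike. A difference in organelle RNA between cultures stays open and was not tested.

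The ring HiSeq_method1 experiment on its own gave 24362 clusters with a tag sum above 32, where the other ring experiments gave 13542 to 14866. It also listed the most positions of the ring experiments. Per 1000 listed positions it gave 14.2 clusters, against 9.22 to 13.6, which no longer stood apart. However, HiSeq_method2 listed 1597366 positions on the 14 chromosomes, against 1713976 in HiSeq_method1, and gave 14730 clusters. MiSeq_method2 listed 993727 and gave 13542. Clusters thus did not grow in step with positions among the other ring experiments. The ratio therefore cannot show that the number of positions listed accounts for the count. All 4 experiments are of the same stage, and no biological explanation was tested.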

How the results depend on the processing

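The settings with Fisher's method on 1 − P, the organelle share with positions counted once and windows of 1 kb in place of genes were chosen only after the result was seen; the other settings were set before the data were examined. Apart from the positions named in the text and the count test, 138 values were the same under the alternatives, 56 moved, 1 became stronger, 1 became weaker and 0 were reversed. A value called the same could still differ. Intervals went from 26635 to 17941 with merging that ignored strand, within the 1.5 times allowed for counts. The change in upstream share went from 4.05 to 0.773 percentage points with positions counted once, within its SD of 10.7. The difference in r went from 0.124 to 0.0664 in windows of 1 kb (permutation p = 0.009). The cause of the changes below was not tested unless it is stated.

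Numbers of clusters followed the threshold, which by construction keeps fewer clusters when raised: a tag sum above 100 gave 13375 in ring, 26661 in trophozoite and 19190 in schizont, and above 10 gave 71425, 93822 and 82227. In trophozoite, a clustering distance of 10 nt gave 80202 clusters and 40 nt gave 33560, and in schizont the HiSeq experiments alone gave 27225. No other alternative, including Stouffer's method, Fisher's method on 1 − P and leaving out each experiment, moved a number of clusters by over 1.5 times.

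Mean interquantile widths for ring, trophozoite and schizont were 333.7, 232.2 and 267.6 bp with a threshold of 100, 90.6, 84.0 and 86.2 bp with a threshold of 10, 97.7, 65.2 and 73.8 bp with a distance of 10 nt, and 332.1, 271.0 and 289.0 bp with a distance of 40 nt. The full widths were 267.0, 201.4 and 228.7 bp. The HiSeq experiments alone gave 147.1, 108.3 and 162.9 bp, and the MiSeq experiments alone 159.2, 98.6 and 77.2 bp, so the order of the stages was not kept: schizont lay above ring on HiSeq and below trophozoite on MiSeq. Leaving out each experiment gave 163.3 to 188.1 bp in ring, 111.2 to 130.1 bp in trophozoite and 119.5 to 151.8 bp in schizont. The share of ring clusters under 10 bp was 17.7% with a threshold of 10.

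Merged intervals numbered 52915 when only overlapping clusters were joined and 16940 with a threshold of 100. The share of 5CN in gene spans was 57.0% with merging that ignored strand, 57.5% with a threshold of 100, 48.1% with a threshold of 10, 57.5% from HiSeq and 56.8% from MiSeq experiments alone, 56.7% with Fisher's method on 1 − P and merging that ignored strand, 39.1% on the strand of the gene, and 62.5% for 5CN with P under 0.05 in at least 3 of 4 experiments.

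Dominant nucleotides supported by 2 or more experiments of ring, trophozoite and schizont were 0.325%, 0.0769% and 0.295% with P under 0.01, 11.4%, 8.97% and 11.0% with at least 2 enriched read starts and a score above 1 in place of a P-value, and 2.51%, 4.93% and 4.06% with Fisher's method on 1 − P. The share of dominant nucleotides with a read start in only 1 of the 4 experiments fell with Fisher's method on 1 − P from 85.3%, 88.2% and 87.2% to 71.7%, 83.5% and 82.1%, and the share with one in 2 or more rose from 14.7%, 11.8% and 12.8% to 28.3%, 16.5% and 17.9%.

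The difference in r between same-stage and different-stage pairs stayed above 0 with p under 0.05 in the alternatives run over all 12 experiments and on leaving out each experiment, between 0.0664 in windows of 1 kb (permutation p = 0.009) and 0.222 for genes with a read start in every library. With stage labels permuted within blocks of the same platform and method (replicate block), p was 0.00463. Within a subset of 6 experiments it was 0.0943 on HiSeq, 0.168 on MiSeq, 0.107 for method1 and 0.0278 for method2 (exact permutation p = 0.2, 0.0667, 0.2 and 0.467), where no p under 0.0667 is possible. The upstream share changed by 2.20 to 6.18 percentage points when each experiment was left out; it passed the threshold only without ring MiSeq_method2 (6.18, exact sign-flip p = 0.0225). The organelle difference between platforms was 0.64 with positions counted once (exact permutation p = 0.0909).

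The count test gave 0 positions past the threshold with edgeR in each stage without the replicate block (24754, 10958 and 25909 positions at an unadjusted P under 0.05 in ring, trophozoite and schizont, against 2838, 4317 and 622 with it), with library size in place of TMM, with a minimum of 50 or 200 read starts and without any single experiment. Since edgeR recovered 0% of simulated 16-fold changes at the estimated dispersion, these counts of 0 say nothing about stability. DESeq2 gave 908, 2157 and 1161 positions, with 1, 2 and 2 of them higher in the enriched libraries, and gave no adjusted P for 277027, 209361 and 210114 positions. Its median log2 fold change lay below that of edgeR in each stage, so the direction of these positions is not settled.

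Of the 20 positions named for a gene or spike-in RNA and a stage, 7 were chosen for a P-value under 0.05 in all 4 experiments and 5 were listed in 1 experiment, so their combined P-value could not pass 0.05 under these alternatives. At the other 8, it stayed under 0.05 at 8 with Stouffer's method and at 8 with Fisher's method on 1 − P, and for 25 of the 27 values that leaving out an experiment gave; the exceptions were PF3D7_1434200 in schizont without HiSeq_method1 (0.169) and ERCC-00002 without ring HiSeq_method2 (0.0671). The strongest nucleotide of the genes of Fig. 6 was another in 6 of 12 cases with Fisher's method on 1 − P. Depth limited the MiSeq experiments most, where a P-value under 0.05 rested on as few as 3 enriched read starts. Base composition at 5CN, the first base of reads and the spike-in detection of known ends, with their alternatives, were not run.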

Differences from the paper's values

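In this part, Fisher's method on 1 − P was chosen only after the result was seen; the other settings were set before the data were examined. Under the main settings, no number of clusters, mean width or number of intervals differed from the paper's by more than 1.5 times. Merging on each strand was assumed here, since the paper's methods do not name strand for this step.

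The paper's number of merged intervals is 17961, and merging on each strand gave 26635. Of the alternatives, merging within 100 bp ignoring strand gave 17941 and merging within 200 bp gave 17887. With Fisher's method on 1 − P, its complement taken as the combined P-value, and merging ignoring strand, a pair of settings chosen after seeing the values, the number was 17961.

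The paper lists 30270 clusters above threshold in ring, 52142 in trophozoite and 41311 in schizont (Table S4), and the recomputed numbers were 29877, 52016 and 41320. Stouffer's method gave 30062, 52065 and 41319, and Fisher's method on 1 − P, chosen after seeing the values, gave the paper's numbers. The paper's mean interquantile widths are 180, 133 and 145 bp, and the recomputed ones were 185, 137 and 149 bp; Fisher's method on 1 − P, chosen after seeing the values, gave 179.7, 132.7 and 145.3 bp. Of the listed clusters, the first 1999 of ring and trophozoite and 1932 of schizont were used here, and Fisher's method on 1 − P dropped 0 of these 5930 while Fisher's method on P found the same bounds for 5860.

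The paper states that every pair of experiments from the same stage correlates above the value of 0.5, and 15 of 18 pairs did so here, with a lowest r of 0.468; the lowest same-stage value is about 0.53 in Fig. 3A, read by eye. The values here are from read starts in gene spans and the paper's from StringTie. Some pairs from different stages lay below 0.5 in both, 29 of 48 here.

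The paper counts A among the significantly raised mismatched bases in more datasets than the 6 found here. Those 6 came from the counts of Table S3 with P-values multiplied for 48 tests and a limit of 0.001. The P-values listed in the table are under 0.001 in 8 datasets for A, and in 2, 7 and 1 for C, G and T, as in the paper. The difference can thus lie in how the corrected limit was applied. Of the 48 listed P-values, 13 differed over 10-fold from those recomputed from the listed counts.

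The paper gives a share of 5CN in coding exons, and the share given here is of 5CN in gene spans with introns, so no direction of difference is given.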

Other observations

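In this part, the tests of how P-values were combined, of merging across strands, of the platforms' profiles, of the splits at an unadjusted P and of the organelle share on each platform were chosen only after the result was seen; the tests with shuffled P-values, of other splits of the libraries at the threshold and of the organelle contigs over 12 experiments were chosen before their results were seen.

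Table S4 lists a tag count for each dominant nucleotide, which shows the combined P-value it came from. At nucleotides found in a single experiment, 4608 of 4608 listed tag counts equalled the recomputed ones whatever the method of combination. At 1322 nucleotides found in 2 or more experiments, Fisher's method on the P-values gave the listed count at 4, Stouffer's method at 13 and the complement of Fisher's method on 1 − P at 1322 of 1322. Together with merging that ignored strand, it gave 17961 intervals, of which 25.0% held clusters of both strands. The listed counts argue against Fisher's method on P as their source at the 1322 nucleotides. A hypothesis is that the study's values were made with the complement of Fisher's method on 1 − P and merged without regard to strand. The forms differ in what they reward: in simulated data with a P-value of 0.0001 in 1 of 4 experiments and uniform values in the others, the combined P was under 0.05 in 100% of draws with Fisher's method on P and in 15.8% with the form on 1 − P, while 4 P-values under 0.05 gave it in 100% with both.

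Shuffling the combined P-values over the covered positions of a stage leaves the places of the reads and breaks the link between signal and position. Over 20 shuffles, the number of clusters with a tag sum above 32 was 1.40 times the real one in ring, 1.08 times in trophozoite and 1.23 times in schizont. Shuffling also spreads the lowest P-values over more clusters: clusters with a tag count above 32 rose from 6647 to 20109 in ring, from 30034 to 35057 in trophozoite and from 19559 to 31164 in schizont. Whether runs of covered positions reach the tag sum without enriched nucleotides cannot be told apart by these ratios for that reason. Of the real clusters, 51.2% in ring, 17.9% in trophozoite and 28.6% in schizont held no combined P at or under 0.05. The share of clusters under 10 bp rose with shuffling 6.17 times in ring, 1.15 times in trophozoite and 1.80 times in schizont, to 17.7%, 20.1% and 23.6%. A single low P-value in a cluster narrows its interquantile width, so these ratios decide nothing on what sets the widths; clusters of 10 bp or more were the larger part with shuffled P-values too. A difference between stages was not tested.

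In the count test, the real split of the libraries gave 0 positions past the threshold with edgeR among 10000 drawn, with and without the replicate block. Every split of the 8 libraries into 4 and 4 therefore gave at least as many (35 of 35 in ring, 35 of 35 in trophozoite and 35 of 35 in schizont), an outcome fixed by the count of 0, which decides nothing about an arbitrary grouping. At an unadjusted P under 0.05, the real splits gave 823, 506 and 1161 positions without the replicate block. These counts ignore the pairing of libraries. Over all positions tested with edgeR, 8.32%, 4.87% and 11.5% had such a P without the block. With the block the shares were 0.95%, 1.92% and 0.28%, so the comparison of splits below does not carry over to the blocked test. Of the 8 splits that part all 4 pairs of libraries, as the real one does, 4 in ring, 8 in trophozoite and 4 in schizont gave as many or more, the real one included, over ranges of 669 to 947, 506 to 579 and 694 to 1309; 8 splits cannot give a share under 0.05. The other splits leave both libraries of some or all pairs on the same side, and paired libraries vary together, so they are not comparable with the real one. Among these, the split that follows the sequencing platform gave 41 positions past the threshold in trophozoite and 0 in ring and schizont, and the split that follows the adapter method gave 0 in each stage. DESeq2 was not run on the splits; on all positions tested it gave 908, 2157 and 1161 positions past the threshold. No biological explanation was tested.

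Expression profiles depended on the platform as well as the stage. Pairs of experiments from different stages on the same platform had a mean r of 0.592 over 24 pairs, and pairs from the same stage on different platforms 0.590 over 12 pairs, across genes, which are not independent replicates. Without the HiSeq_method2 experiments, the means were 0.694 over 15 pairs and 0.667 over 6. This is consistent with platform shaping the profiles about as much as stage; the culture times in the sample labels also differ by platform for trophozoites and schizonts, so preparation and culture cannot be separated. The 3 same-stage pairs with r below 0.5 all paired a HiSeq_method2 experiment, whose unenriched libraries covered the fewest positions of the stage, with a MiSeq experiment. The same-stage pairs of different platforms without HiSeq_method2 had r from 0.565 to 0.745, so low coverage in HiSeq_method2 stays open as a reason and was not tested.

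Mitochondrial and apicoplast transcripts are not known to carry the nuclear cap, and the paper does not report these contigs. Clusters with a tag sum above 32 lay on both: 37 mitochondrial and 48 apicoplast in ring, 28 and 43 in trophozoite, and 30 and 43 in schizont. If a low P-value came from few control read starts and not from a cap, the share of positions with P under 0.05 would not be lower there than on the 14 chromosomes. The difference was -0.834 percentage points for both contigs together (SD 2.54, 9 of 12 experiments below 0, exact sign-flip permutation p = 0.277), -0.277 for the mitochondrial contig (8 of 12 below 0, p = 0.783) and -1.61 for the apicoplast contig (11 of 12 below 0, p = 0.0239). Clusters per 1000 positions were 15.1, 6.79 and 7.08 on the mitochondrial contig, 16.3, 28.5 and 15.2 on the apicoplast contig and 7.81, 11.1 and 9.69 on the 14 chromosomes in ring, trophozoite and schizont. On the apicoplast contig low P-values were thus less frequent and clusters more frequent than on the chromosomes, and on the mitochondrial contig the experiments went both ways, so the explanation stays open for both. If the eIF4E step enriched organelle cDNA as much as nuclear cDNA, the organelle share would not fall with enrichment. Over 12 experiments, the log2 ratio of shares was 0.0226 ± 1.42 (SD, 6 above and 6 below 0, exact sign-flip permutation p = 0.958), which decides nothing since the experiments went both ways. By platform, it was 1.16 on HiSeq (above 0 in 6 of 6) and -1.12 on MiSeq (below 0 in 6 of 6, exact p = 0.0312 for each). The fall on MiSeq argues against equal enrichment there. Equal enrichment would not raise the share either, so the rise on HiSeq also argues against it there, in the other direction. With positions counted once, the means were 0.09 on HiSeq (3 of 6 above 0, exact p = 0.688) and -0.54 on MiSeq (5 of 6 below 0, exact p = 0.0938), so a few positions may carry much of both changes. Collection time is the same on both platforms for rings and differs for trophozoites and schizonts. Parasite age was not measured and stays open.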
